# Characterization of Triptolide-Induced Hepatotoxicity by Imaging and Transcriptomics in a Novel Zebrafish Model

**DOI:** 10.1093/toxsci/kfx144

**Published:** 2017-07-20

**Authors:** Adriaan D. Bastiaan Vliegenthart, Chunmin Wei, Charlotte Buckley, Cécile Berends, Carmelita M. J. de Potter, Sarah Schneemann, Jorge Del Pozo, Carl Tucker, John J. Mullins, David J. Webb, James W. Dear

**Keywords:** triptolide, hepatotoxicity, zebrafish, microRNA-122, imaging, nitric oxide synthase

## Abstract

Triptolide is a vine extract used in traditional Chinese medicines and associated with hepatotoxicity. *In vitro* data suggest that inhibition of RNA synthesis may be the mechanism of toxicity. For studying drug-induced liver injury the zebrafish has experimental, practical and financial advantages compared with rodents. The aim of this study was to explore the mechanism of triptolide toxicity using zebrafish as the model system. The effect of triptolide exposure on zebrafish larvae was determined with regard to mortality, histology, expression of liver specific microRNA-122 and liver volume. Fluorescent microscopy was used to track toxicity in the Tg(*-2.8lfabp*:GFP)^as3^ zebrafish line. Informed by microscopy, RNA-sequencing was used to explore the mechanism of toxicity. Triptolide exposure resulted in dose-dependent mortality, a reduction in the number of copies of microRNA-122 per larva, hepatocyte vacuolation, disarray and oncotic necrosis, and a reduction in liver volume. These findings were consistent across replicate experiments. Time-lapse imaging indicated the onset of injury was 6 h after the start of exposure, at which point, RNA-sequencing revealed that 88% of genes were down-regulated. Immune response associated genes were up-regulated in the triptolide-treated larvae including nitric oxide synthase. Inhibition of nitric oxide synthase increased mortality. Triptolide induces hepatotoxicity in zebrafish larvae. This represents a new model of drug-induced liver injury that complements rodents. RNA sequencing, guided by time-lapse microscopy, revealed early down-regulation of genes consistent with previous *invitro* studies, and facilitated the discovery of mechanistic inflammatory pathways.

Traditional Chinese Medicines (TCMs), including herbal drugs, have been used for thousands of years (Zhang *etal.*, 2012). Currently, TCMs are used around the world with 70%–95% of the population in certain developing countries relying on it for their primary medical care (Parveen *etal.*, 2015; Robinson and Zhang, 2011). In the United States, in 2004, around 1 in 5 adults reported taking a herbal product during the past 12 months (Barnes *etal.*, 2004). Despite this high global use of TCM, evidence for efficacy is limited (Bent, 2008; Parveen *etal.*, 2015). On the other hand, some TCMs clearly cause toxicity (Bunchorntavakul and Reddy, 2013; Teschke *etal.*, 2012). As there is little evidence of efficacy, it is important to understand safety/toxicity, in order to protect users from unacceptable harms.

An archetypal example of a medicinal plant with a long history of use in TCM is *Tripterygium wilfordii* Hook F, also known as “thunder duke vine” (Kupchan *etal.*, 1972). Its major active ingredient is triptolide (TP), a diterpene triepoxide. TP has been reported to have multiple pharmacological activities, including neuroprotective, anti-inflammatory and contraceptive effects (Chen, 2001; Liu, 2011; Zheng *etal.*, 2013; Ziaei and Halaby, 2016). Unfortunately, the relatively high incidence of toxicity, predominately to the liver, and a narrow therapeutic window, has limited the clinical development of TP (Li *etal.*, 2014). A synthetic pro-drug of TP, F60008, has entered phase 1 clinical trials in patients with advanced solid tumors. However, out of 20 study participants, 2 died. One subject died without clear cause and the other most likely died from neutropenic sepsis. Further development of F60008 was stopped due to these 2 deaths and marked variability in its pharmacokinetics (Kitzen *etal.*, 2009).

TP is extensively metabolized, with <1% of a single dose being recovered in bile, urine or feces within 48 h (Shao *etal.*, 2007). After administration of TP to rats, its concentration was at least 3-fold higher in liver compared with the plasma, kidney, lung, spleen or testicular concentration. This is consistent with unequal tissue distribution (Xue *etal.*, 2012). In rats, the primary phase I metabolic pathway of TP is hydroxylation into mono-hydroxylated triptolides that can subsequently undergo phase II metabolism into glucuronides and sulfates (Du *etal.*, 2014; Li *etal.*, 2008). CYP3A was identified to be primarily responsible for hydroxylation and dexamethasone, a CYP3A inducer, increased TP metabolism in rat liver microsomes (Ye *etal.*, 2010) and reduced TP-induced hepatotoxic effects (Ye *etal.*, 2010). Conversely, a single dose of TP that caused only mild toxicity in wild-type mice resulted in severe toxicity and death in cytochrome P450 gene deleted mice (Xue *etal.*, 2011). These findings suggest that TP itself is toxic (not dependent on metabolism) and the higher degree of toxicity in the liver may be due to a higher TP distribution to this organ.

TP is a reactive electrophile containing 3 epoxide groups that can bind to cellular macromolecules (Attia, 2010). It has been reported that TP can covalently bind to a subunit of the transcription factor II human complex (TFIIH) and cause inhibition of its DNA-dependent ATPase activity, which leads to the inhibition of RNA polymerase II mediated transcription (Titov *etal.*, 2011). Another group confirmed that TP inhibited total RNA and mRNA *de novo* synthesis. Up to 98% of genes were down-regulated in a human nonsmall cell lung cancer line after exposure to TP. TP also depleted RPB1, the main RNA polymerase II subunit. These *invitro* data suggest that inhibition of RNA synthesis may explain the pharmacology and toxicology of TP (Vispe *etal.*, 2009).

In order to better understand drug-induced liver injury (DILI), new tools and models are needed. Zebrafish are a promising animal model for studying DILI with many advantages over rodents (Vliegenthart *etal.*, 2014b). Advantages include convenient drug delivery, high fecundity, lower financial costs, optical clarity of larvae allowing real-time imaging of toxicity and suitability for high-throughput screening that is not possible with other vertebrate systems (Lieschke and Currie, 2007; McGrath and Li, 2008; Zon and Peterson, 2005). Recently, we have established a DILI model in zebrafish using paracetamol as the toxic agent (Vliegenthart *etal.*, 2014a). The main difference between the mammalian and zebrafish liver is the structural organization of the liver tissue. Instead of having the large bile ducts, portal veins and hepatic arteries organized in portal tracts, these are randomly allocated throughout the liver parenchyma in the zebrafish. The tri-lobed liver of the zebrafish is similar to other mammals with regard to biological function. This includes processing of lipids, vitamins, proteins, carbohydrates and the synthesis of serum proteins (Menke *etal.*, 2011). The metabolic properties of zebrafish regarding xenobiotics, including drugs, also have many similarities with mammals (Vliegenthart *etal.*, 2014b).

In this study we applied novel imaging tools to characterize a new model of DILI due to TP in zebrafish larvae. We performed histological examination, selective plane illumination microscopy (SPIM) and time-lapse imaging by 2D microscopy to characterize the time course of liver injury. The transcriptional changes induced by TP were investigated by RNA-sequencing. The results were consistent with mRNA synthesis inhibition and identified nitric oxide production as a protective pathway in the injury pathogenesis.

## MATERIALS AND METHODS

### 

#### 

##### Fish lines and husbandry

Experiments were conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act 1986 in a United Kingdom Home Office-approved establishment. Zebrafish (*Danio rerio*) were maintained at 28.5 °C, as previously described by Westerfield (Westerfield, 2007). Established lines used were WIK and Tg(*-2.8lfabp*:GFP)^as3^ (Her *etal.*, 2003), where GFP is green fluorescent protein.

##### Chemical exposure

The wild-type WIK line was used for all experiments apart from imaging. Unless otherwise stated larvae were maintained at 28.5 °C in 50 ml conditioned water (CW). Larvae were exposed to TP (National Institutes for Food and Drug Control, China, >98% pure) dissolved in CW at concentrations described in the Results section. For the experiments testing the effect of TP on survival, 30 larvae were treated per 50 ml dish for 48 h (3–5 days postfertilization [dpf]). The concentrations tested were 0 µM (3 dishes), 0.8 µM (3 dishes), 1.0 µM (3 dishes), 1.2 µM (3 dishes), 1.4 µM (2 dishes), 1.6 µM (2 dishes) and 2 µM (2 dishes). For the experiments testing the effect of TP on copies of microRNA-122 (miR-122) per larvae, 30 larvae were treated per 50 ml dish for 48 h (3–5 dpf). The concentrations tested were 0 µM (3 dishes), 0.2 µM (3 dishes), 0.4 µM (3 dishes) and 0.8 µM (3 dishes). For the effect of TP on histology 30 larvae were treated per 50 ml dish up to 48 h (3–5 dpf). The concentrations tested were 0 µM (3 dishes), 0.2 µM (3 dishes), 0.4 µM (3 dishes) and 0.8 µM (3 dishes), the number of fish of which successful histology scoring could be obtained per treatment are given in the Results section. For all imaging experiments larvae were treated for 48 h (3–5 dpf) with a concentration of 0, 0.4, 0.8, 1.2 or 1.6 µM in agarose conditions as indicated in the methods of each technique. For the sequencing experiment 5 dpf larvae (*N* = 30) were treated per 50 ml dish for 6 h with a TP concentration of 0 µM (8 dishes) or 1.6 µM (8 dishes). For the NOS inhibitor studies 3 dpf larvae (*N* = 30) were treated per 50 ml dish for 24 h. With either TP concentration of 0 µM, 1.0 µM, or 1.6 µM with or without NOS inhibitor.

Experiments determining the effect of nitric oxide synthase (NOS) inhibition on TP were blinded such that the investigator scoring larval mortality did not know the treatment groups. When necessary, larvae were anaesthetized with MS-222 (tricaine methanesulfonate—40 µg ml^−1^) dissolved in CW. Mortality was assessed in a blinded fashion with no response to stimuli as the measured endpoint.

For adult zebrafish experiments 6 fish (3 treatment and 3 control) aged 12 months were used. Fish were exposed for 10 h to triptolide (1.6 µM in conditioned water) or conditioned water alone. Then fish were fixed for histopathology. A veterinary pathologist, who was blinded to treatment allocation, assessed the liver sections.

##### Histology

Larvae were submerged in 10% formalin and left to fix for at least 24 h at 4 °C before processing. Larvae were prepared for histology as described by Sabaliauskas *etal.* (2006) resulting in agarose blocks containing zebrafish larvae. The agarose blocks were then embedded in paraffin blocks using a Thermo Electron Excelsior tissue processor (Thermo, UK). This was achieved by serial immersion in the following: 70% ethanol (1 h), 90% ethanol (1 h), absolute ethanol (1 h ×4), xylene (1 h ×2), wax (1.3 h ×3). The blocks were sectioned at 4 µm and placed on a glass slide that was then incubated at 52 °C for at least an hour. Tissue sections were then dewaxed and rehydrated using an autostainer (ST5010 Autostainer XL, Leica Microsystems, UK) through three×5-min cycles of xylene, two ×3-min cycles of 100% ethanol, one ×2-min cycles of 95% ethanol and one ×5-min wash of distilled H_2_O (dH_2_O) and were then left to stand in dH_2_O until the next procedure. After rehydration, for hematoxylin and eosin (H&E), slides were stained in the same autostainer by sequential immersion in hematoxylin (5 min), dH_2_O (5 min), Scott’s tap water (2 min), dH_2_O (5 min), and eosin (3 min). Stained slides were then dehydrated (dH_2_O wash (45 s), 70% ethanol (30 s), 95% ethanol (30 s ×2), 100% ethanol (1 min ×2), ethanol/xylene (1 min), and xylene (1 min ×3)), and cover slipped using Pertex Mounting Medium (CellPath Ltd, UK). Fish were sectioned sagittally along the midline to facilitate examination of the liver.

Histology was scored by an accredited (DiplECVP) veterinary pathologist (author JDP), who was blinded to the treatment groups. A semiquantitative scoring system was used to grade the pathological changes noted in these livers. Briefly, each feature of interest was ranked as follows: 0 = absent; 1 = 1%–25% of total area examined; 2 = 26%–75%; 3 = 76%–100%. The features of interest were hepatocyte vacuolation, hepatocyte swelling, hepatocyte disarray, and oncotic necrosis.

##### Imaging

Fluorescent microscopy and SPIM were performed with fluorescent liver reporter zebrafish Tg(*−2.8fabp10*:GFP)^as3^. Time-lapse recording of zebrafish embryos was performed using an EVOS FL Cell Imaging System (Life Science). Up to 5 larvae (72 dpf) were oriented in 700 µl agar (0.75%, wt/vol) containing 84 mg/l MS-222. Once the agar was set, 750 µl of CW with TP (concentration as indicated in Results section) and MS-122 (84 mg/l) was added on top of the agar and the time-lapse recording was started. The incubator was set to 27 °C and pictures were taken hourly. ImageJ software (National Institutes of Health, Bethesda) was used to determine maximum GFP intensity in each image.

##### Selective plane illumination microscopy

A custom built SPIM system was used. This was based on the design previously published (Taylor *etal.*, 2012). A Vortran VersaLase multiple wavelength system with 3 laser diodes (405, 488 and 561 nm) was coupled to the SPIM illumination arm using a single mode optical fibre. The appropriate laser power was set using Stradus VersaLase software, and a power meter (Thorlabs Inc, PM100D) was used to verify collimated beam power. The resulting beam was then focused onto the sample (10× 0.3 NA Nikon CFI Fluor water dipping objective) to produce a light sheet. Imaging of the sample was through a 12× 0.8NA Nikon CFI LWD Plan Fluor water dipping objective (N16LWD-PF) and the resulting beam sent to 3 QI-Click Mono CCD cameras (Q-Imaging Inc) via a series of dichoric filters CFP Em/BW 479/40 nm (MF479-40), GFP Em/BW 525/39 nm (MF525-39), TxRed Em/BW 630/69 nm (MF630-60) (Thorlabs Inc). The entire system was controlled through a written interface operating in the Python language.

##### SPIM image acquisition and analysis

Fish were age matched and selected from the same batch of eggs. Images were acquired from the same orientation at 1.5 µm intervals, at 3, 4, and 5 dpf. A Matlab script was written to determine liver volume. Files were automatically segmented based on signal intensity (kept consistent across groups), a mask applied and the signal intensity and area of the mask calculated. This was summed over the volume of the stack and the pixel size used to calculate the volume. Rendering of 3D SPIM image datasets was performed using Amira 3D for Life Sciences v5.5.0; imported fluorescence images were kept consistent throughout time points and treatments and an isosurface was created for liver volume and structure visualization.

##### RNA extraction

Total RNA was extracted from pooled zebrafish larvae (30 larvae per sample) for qPCR and RNA-sequencing. Larvae were fixed in Qiazol after which they were disrupted using a tissue disruptor. Subsequently, total RNA was extracted using the miRNeasy mini kit (Qiagen, Venlo, The Netherlands) eluted in 30 µl RNAse free water.

##### PCR analysis

For microRNAs 1 µg of total RNA from pooled larvae was reverse transcribed into cDNA using the miScript II RT Kit (Qiagen) following manufacturer’s instructions. The synthesized cDNA was 10-fold diluted and used for cDNA template in combination with the miScript SYBR Green PCR Kit (Qiagen) using the specific miScript assays (Qiagen). Absolute quantification of microRNA was achieved by generating a standard curve using synthetic target. Standard curves were generated by reverse transcribing known concentrations of miScript microRNA mimics (Qiagen) in 0.1× TE buffer spiked with 10 ng/µl Poly-C (Sigma-Aldirch, Gillingham, UK). The resulting cDNA was measured using serial dilutions on 3 different plates to demonstrate minimal variability. The final concentration was divided by the number of larvae used within the pooled sample to obtain the average microRNA copy number per larva.

For mRNA, 1 µg of total RNA from pooled larvae was reverse transcribed into cDNA using the QuantiTect Reverse Transcription Kit (Qiagen) following manufacturer’s instructions. The synthesized cDNA was 10-fold diluted and used for cDNA template in combination with the QuantiTect SYBR Green PCR Kit (Qiagen) using the specific QuantiTect primer assays (Qiagen). Real-time PCR was performed on a Light Cycler 480 (Roche, Basel, Switzerland) using the recommended cycling parameters.

##### RNA-sequencing

For this experiment 5 dpf wild type (WIK) zebrafish were used and exposed to triptolide or vehicle control (DMSO). Each treatment group had 8 biological replicates, each replicate consisted of 30 pooled fish. For quality control RIN values were measured on the Agilent Technologies 2100 Bioanalyzer using the Eukaryote Total RNA Nano kit. All samples had a RIN of > 9.5. RNA Sequencing was performed using the Illumina NextSeq 550 system with 2 ×75 bp paired end runs. RNA libraries were prepared for each sample with the Truseq Stranded Total RNA Sample Prep LT Kit. Libraries were checked for size, purity and concentration with a high sensitivity DNA chip on the Agilent Technologies 2100 Bioanalyzer.

The raw sequences were quality assessed using FASTQC. Based on the output of the FASTQC analysis, the raw fastq sequences required no further preprocessing to remove contaminating primers and sequences were not collapsed within each sample.

The most recent Ensembl release (Rel84, March 2016) of zebrafish transcript sequences was downloaded using BioMart (Smedley *etal.*, 2015). Alignments (end-to-end, very-sensitive settings) to the reference set were performed using bowtie2 (Langmead and Salzberg, 2012). A requirement for concordant read pair mapping was applied, and all other alignments discarded. Alignments were stored in indexed BAM files. Raw “tag counts” (ie, sequences aligning) per sample were normalized to the sample with the lowest number of alignments, and counts converted to log2; “abundance normalized” data were not further quantile normalized for linear model fitting purposes.

##### Gene ontology enrichment analysis

Gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis for over or under representation of GO terms or KEGG pathways were done by using a hypergeometric test for likelihood due to chance, reporting anything more significant than the cut-off *P* value of .001.

##### Statistical analysis

Statistical differences in copies of microRNA per fish, histology scores, liver volume, difference in gene expression obtained by PCR and death rate were performed using Graphpad Prism (GraphPad Software, La Jolla, California). For RNA-seq pairwise comparisons of the 2 sample groups were performed on the normalized tag counts using linear modeling with the Bioconductor *limma* package (Ritchie *etal.*, 2015). Nominal statistical significance was set at *P* < .05, unless an adjusted *P* value was used (as described with the Results section).

## RESULTS

### 

#### Triptolide-Induced Liver Toxicity in Zebrafish Larvae

First, we determined whether TP induced liver injury in zebrafish. Larvae were exposed to TP for 48 h from 3 to 5 dpf. This exposure caused mortality with a dose-response relationship (Figure 1A). Histological examination of larvae revealed injury specifically to the liver. There was a dose response relationship between TP and hepatocyte vacuolation, oncotic necrosis and hepatocyte disarray subsequent to cell death (Figs. 1C and D and Supplementary Figure 1). These histological features were diffusely present throughout the liver tissue. Out of 38 zebrafish larvae treated with TP (0.8 µM) only 3 did not have histological evidence of liver injury. There was no discernible histological injury to other organs. To confirm that TP is hepatotoxic in adult zebrafish we exposed fish aged 12 months to TP (1.6 µM) or vehicle control for 10 h. There was hepatocyte necrosis in TP exposed adult zebrafish (Supplementary Figure 2). 

**Figure 1:**
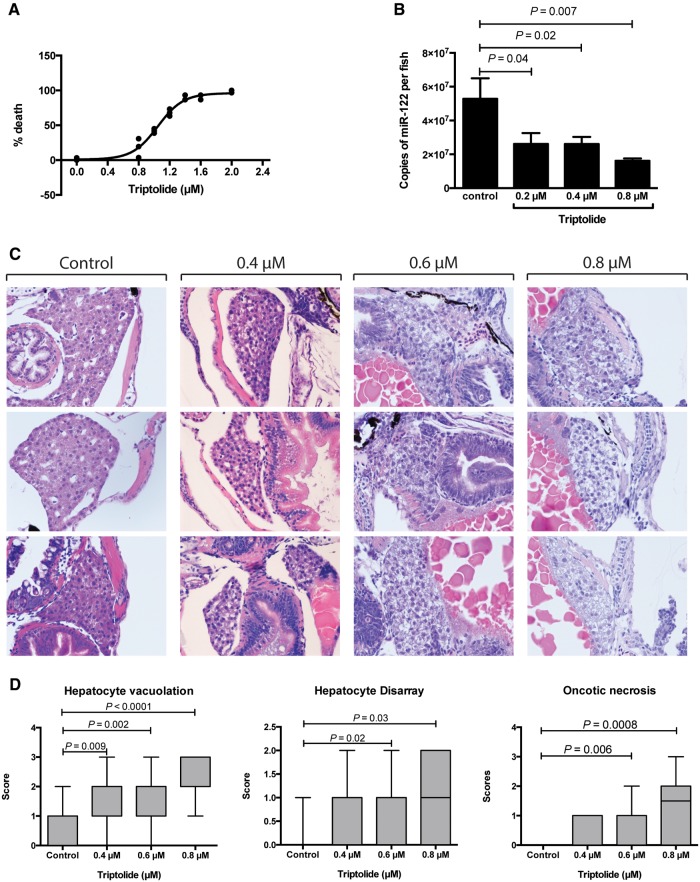
Effect of triptolide on zebrafish larvae after 48 h (3–5 dpf) exposure. A, Survival of zebrafish larvae after TP exposure at the concentrations indicated. Each dot represents mean mortality of 30 larvae. B, Copies of miR-122 per larva after 48 h of exposure at the concentrations indicated (from 3 to 5 dpf). C, Histological images of zebrafish larvae after exposures of the TP concentrations indicated. Three representative fish are presented per TP dose. D, Box plots (min to max) of histology scores for hepatocyte vacuolation, hepatocyte disarray and oncotic necrosis after TP exposure at the concentrations indicated (control *N* = 12, 0.4 µM *N* = 20, 0.6 µM =18 and 0.8 µM *N* = 18).

Our previous work has demonstrated that zebrafish release the liver specific microRNA, miR-122, from injured hepatocytes (Vliegenthart *etal.*, 2014a). TP exposure resulted in a significant decrease in the number of copies of miR-122 per larva (Figure 1B). Building on these data, SPIM was used to quantify liver volume in the zebrafish line Tg(*-2.8lfabp*:GFP)^as3^ (Figure 2). Images were captured for vehicle control (*N* = 10) and TP-treated fish (*N* = 6) at 5 dpf after 54 h of drug/vehicle exposure. Control livers increased in size from 3 to 5 dpf and, at 5 dpf, had a higher mean liver volume of 85.4 (SD 0.6) mm^3^ compared with no fluorescent signal for TP, *P* = .0002 (Figure 2). 

**Figure 2:**
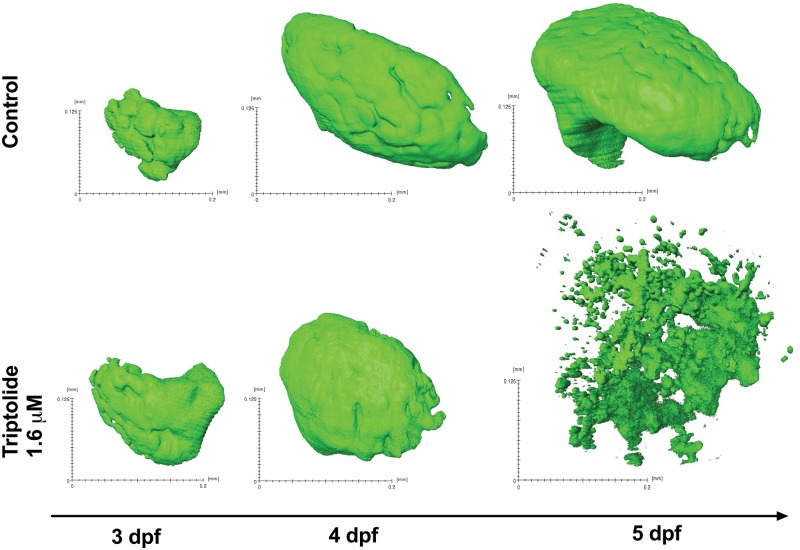
3D images of livers captured by SPIM. 3 dpf zebrafish larvae were exposed to 1.6 µM triptolide or vehicle control. After 6 h of exposure the first image was captured and subsequent images were taken at 4 and 5 dpf.

#### Onset of TP-Induced Hepatotoxicity Could Be Determined by Time-Lapse Microscopy

Time-lapse microscopy was used to characterize the time course of injury and identify an early time point for RNA sequencing. The fish line Tg*(-2.8lfabp*:GFP)^as3^ enabled quantification of the fluorescence intensity of the liver during TP exposure (Figure 3A). After 6 h, the fluorescent intensity of TP-treated fish started to decrease compared with control fish, suggesting that this time may represent the onset of hepatocyte injury (Figure 3B). Histological examination supported the data from time-lapse microscopy. There was statistically significant hepatocyte vacuolation and swelling 6-h postexposure to TP (Figure 3C). 

**Figure 3:**
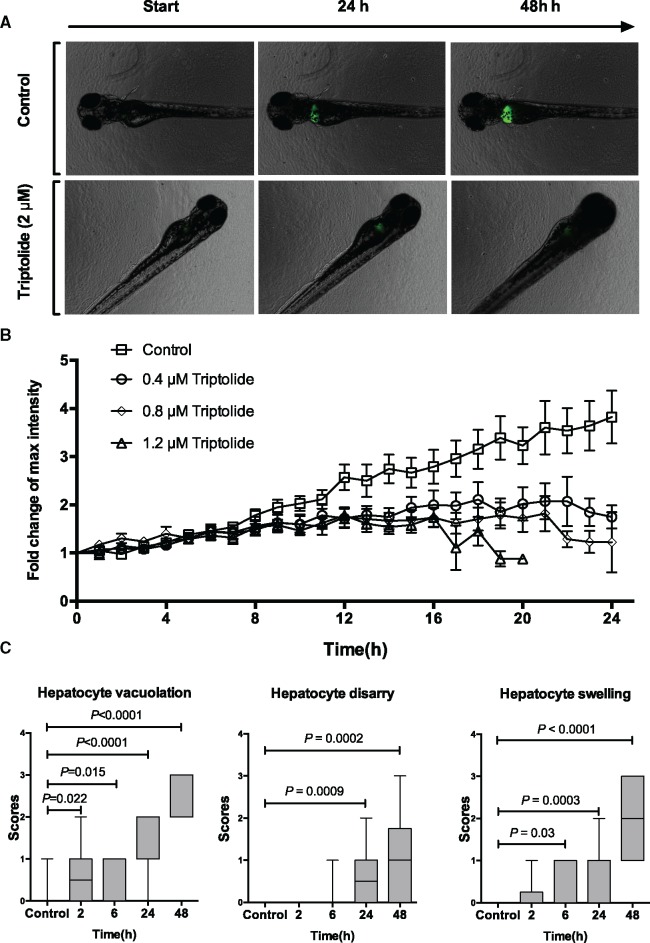
Time-course of triptolide-induced liver injury. A, Fluorescent images of control and TP exposed fish obtained during time-lapse experiments at the indicated time from start of exposure. B, Relative fold change of fluorescent intensity from baseline during TP exposure with the doses indicated (*N* = 15 larvae for each dose). C, Box plots (min to max) of histology scores of hepatocyte vacuolation, hepatocyte disarray and hepatocyte swelling during exposure to TP (0.8 µM) for the time durations indicated (control *N* = 17, 2 h *N* = 10, 6 h *N* = 9, 24 h *N* = 16, 48 h *N* = 20).

#### RNA-Seq Revealed Pathways Involved in Triptolide Exposure

RNA-seq was performed on 5 dpf larvae after exposure to TP for 6 h, an early time-point identified by microscopy and histology as being before the onset of fulminant hepatocyte death. 

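RNA from whole zebrafish larvae was sequenced after 6 h in 1.6 µM TP or in vehicle, with 8 pools of 30 larvae in each group (n = 8), which the paper calls biological replicates. The authors deposited raw counts for each of 57264 Ensembl transcripts, with positions on GRCz10. The paper's methods align paired reads with Bowtie2, scale each library to the lowest number of alignments, and test log2 values with limma. Every deposited count was even, as when both mates of a pair are counted. Totals ran from 19679120 to 75490916 counts in control libraries (median 31374554) and from 26631852 to 41093922 in TP libraries (median 34554464). Here the counts were tested with edgeR's quasi-likelihood method, scaled by library totals alone as in the paper, with Benjamini-Hochberg adjustment and the paper's threshold of 0.01. Isoforms of a gene share reads, so named genes and gene lists use counts summed over the transcripts of each gene. Scaling by TMM factors, which centres most transcripts on no change, moved the median log2 fold change of all genes from -0.35 to -0.00107. Medians of gene lists are therefore also given relative to that of all genes. The mitochondrial ribosomal RNA AC024175.4 took 20.0% ± 1.53 (SD, n = 8) of control counts and 23.5% ± 1.03 of TP counts (2-sided exact permutation test, p = 3.1e-04).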

A total of 16 sequencing experiments were performed (control *N* = 8 and treatment *N* = 8). Each replicate consisted of 30 pooled larvae, therefore 480 larvae were included in total.

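Of 43770 transcripts with enough counts to test, 17594 differed between TP treated and control larvae at an adjusted p of 0.01 or less from edgeR. Summed over transcripts, 11380 of 24462 genes changed. polr2a, which encodes RPB1, the catalytic subunit of RNA polymerase II, lies on chromosome 12 from 22438848 to 22452078. It was at 32.3 ± 6.93 CPM in control and 159 ± 16.1 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of 2.30 (standard error 0.11, adjusted p = 2.7e-12 from edgeR). Among the genes named here that passed the filter, npas4a, an activity-induced transcription factor of neurons on chromosome 14 from 30296641 to 30302505, had the lowest log2 fold change. It was at 9.20 ± 2.06 CPM in control and 1.00 ± 0.257 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of -3.20 (standard error 0.18, adjusted p = 2.1e-11 from edgeR). For both genes the TP libraries did not overlap the control libraries, as held for 5566 genes (22.8% of those tested, where chance gives 0.0155%).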

A total of 57 264 transcripts were identified of which 16 926 were statistically significantly differentially expressed with an adjusted *P* value of 0.01 or less. 

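With library totals as the scaling, 1523 transcripts were up-regulated and 16071 down-regulated in TP treated larvae, so 91.3% of the changed transcripts were lower (edgeR). With TMM factors, 5807 were up-regulated and 5647 down-regulated, or 49.3% lower, and 7170 transcripts were called in the same direction under both. DESeq2 with its own size factors called 7185 higher and 6239 lower. The neural development genes neurod1 and isl1 fell under each of these scalings. neurod1, a basic helix-loop-helix factor, had a log2 fold change of -2.52 (standard error 0.10, adjusted p = 3.4e-13 from edgeR), and isl1, a LIM homeobox factor, a log2 fold change of -2.29 (standard error 0.10, adjusted p = 7.2e-13 from edgeR).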

Of the differentially expressed transcripts, 1995 were up-regulated and 14 931 down-regulated. Of these significant transcripts, 1433 (12%) were more than 2-fold up-regulated and 4675 (88%) were more than 2-fold down-regulated (Figure 4A). 

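Genes that were close to silent in control larvae led the rises. b4galnt2.2, a glycosyltransferase gene on chromosome 3 from 22914666 to 22928740, was at 0.0384 ± 0.0663 CPM in control and 3.30 ± 1.19 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of 6.36 (standard error 0.49, adjusted p = 2.2e-09 from edgeR). Without control library 1 its log2 fold change was 7.38. senp6b, named after a SUMO protease, rose by 5.53 on the log2 scale, admp, a BMP-like morphogen of the early embryo, by 5.48, and fshr, the follicle-stimulating hormone receptor, by 4.48. Without control library 2 the value for admp was 6.63. Several of the 10 highest belong to the trace amine receptors of the olfactory epithelium, a family of close copies that may share reads. Of these, taar20w and taar18d rose by 5.44 and 4.70. pimr213, from another family of close copies, rose by 4.68, or 5.29 without control library 1.
klf2a, a flow-responsive factor of endothelium, was at 93.5 ± 46.8 CPM in control and 12.8 ± 2.89 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of -2.87 (standard error 0.26, adjusted p = 2.3e-08 from edgeR). Its control values ran from 40.2 to 176 CPM and tended to rise with the library number. The log2 fold change was -2.70 for EGR4, -2.70 for otpb of the hypothalamus, -2.69 for vsx1 of retinal bipolar cells and -2.68 for irx4a, all transcription factors. It was -2.79 for the receptor gene rtn4rl2a, -2.68 for the potassium channel gene kcnj1a.5 and -2.66 for serpinh1b, the collagen chaperone HSP47. Control values of serpinh1b ran from 23.7 to 71.0 CPM and tended to fall with the library number. The rule that picked these genes asked for an adjusted p of 0.01 or less from edgeR and no overlap between the groups. Over all transcripts, 496 were more than 2-fold up-regulated and 3840 more than 2-fold down-regulated with library totals, against 902 and 1214 with TMM factors.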

Unsupervised clustering separated the control group from the TP exposed group (Figure 4B). 

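Clustering of the 200 most variable transcripts put all 16 libraries with their own group. Of these transcripts, 97 were up-regulated and 15 down-regulated in TP treated larvae by edgeR, and 88 did not pass the test. The 1000 most variable transcripts, all 43770 tested transcripts, average linkage and a correlation distance gave the same 2 groups. The first principal component held 44.4% of the variance and separated the groups, with control libraries at -43.4 or below and TP libraries at 36.1 or above (2-sided exact permutation test of the difference, p = 1.6e-04, the smallest that 8 against 8 allow). Correlations of log2 counts ran from 0.906 to 0.958 between groups and from 0.951 to 0.984 among control libraries and from 0.945 to 0.976 among TP libraries. The libraries also differed within each group. The share of counts on si:dkey-153m14.1 was under 2% in 4 control and 2 TP libraries and at or over 2% in the other 4 control and 6 TP libraries. Within the first set 3200 transcripts changed and within the second 10383.

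**Figure D1:**
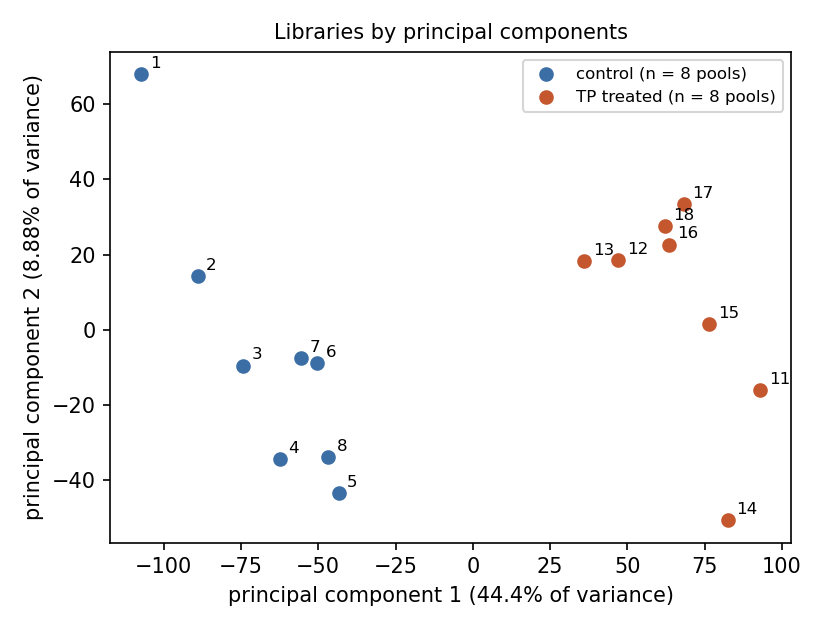
Position of each library on the first 2 principal components of log2(scaled count + 1), with the share of variance on each axis; each point is 1 pool of 30 larvae, numbered as in the sample titles. The 8 control libraries lie below the 8 TP libraries on component 1.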

The top 10 most up- and down-regulated genes based on fold change are presented in Table 1.

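Of the 20 transcripts of Table 1, 18 passed the filter, and all 18 were called by edgeR in the listed direction. The highest in the table, ENSDART00000128835 (BX322608.1, chromosome 4 from 16455665 to 16461870), was at 0.451 ± 0.218 CPM in control and 12.9 ± 4.80 CPM in TP treated larvae (SD, n = 8), a fold change of 28.8. TNF-α rested on 14 counts over the 8 control libraries and 522 over the 8 TP libraries. ifnphi3, a type I interferon, rose from 24 to 478 counts. gdf9, an oocyte growth factor, had 2 control and 218 TP counts, a ratio of 109 (95% Clopper-Pearson interval 19.2 to 4362, counting error only, from pairs). Its control counts were all in library 8, without which it was 64.9-fold higher when the control group is set to 3 counts. ENSDART00000146927, a transcript of taar20w, had 0 control and 206 TP counts and was 68.9-fold higher on the same basis. From pairs, the lower 95% Clopper-Pearson limit of its ratio was 27.5, counting error only. Among the down-regulated transcripts, RCVRN, a photoreceptor calcium sensor named after its match in another species, fell from 5.19 ± 0.799 to 0.597 ± 0.282 CPM, and mmp13a, a collagenase, from 1.66 ± 1.15 to 0.202 ± 0.123 CPM. The transcripts below the filter were v2rh32, a vomeronasal receptor with 94 control and 4 TP counts, and or133-2, an odorant receptor with 110 and 0.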

**Table 1:** Top 10 Most Up-Regulated and Down-Regulated Genes

ID	Symbol	Fold Change	Adjusted *P* Value
ENSDART00000128835	NA	26.2	2.39×10^−8^
ENSDART00000154981	wu:fi47d06	21.7	1.80×10^−8^
ENSDART00000103858	LOC557782	20.3	2.29×10^−8^
ENSDART00000025847	TNF-α	19.3	2.24×10^−8^
ENSDART00000037557	admp	19.0	3.16×10^−7^
ENSDART00000062715	NA	17.4	3.17×10^−06^
ENSDART00000157090	LOC557782	17.0	1.30×10^−7^
ENSDART00000129697	ifnphi3	16.1	1.97×10^−7^
ENSDART00000146927	LOC100330560	14.8	3.74×10^−10^
ENSDART00000019296	gdf9	14.6	3.33×10^−09^
ENSDART00000145976	hsp47	−6.8	1.28×10^−05^
ENSDART00000138941	shox2	−6.9	9.08×10^−06^
ENSDART00000048182	v2rh32	−7.0	1.07×10^−06^
ENSDART00000134215	grik1a	−7.0	3.09×10^−05^
ENSDART00000169378	mmp13a	−7.0	0.0001
ENSDART00000101289	zgc:153395	−7.2	0.0002
ENSDART00000054588	spon2b	−7.5	0.0003
ENSDART00000132490	NA	−8.2	1.65×10^−09^
ENSDART00000082333	LOC792903	−8.5	1.22×10^−8^
ENSDART00000078154	npas4	−8.8	1.03×10^−8^

RNA-sequencing of zebrafish larvae exposed to triptolide (1.6 µM) for 6 h compared with vehicle control.

**Figure 4:**
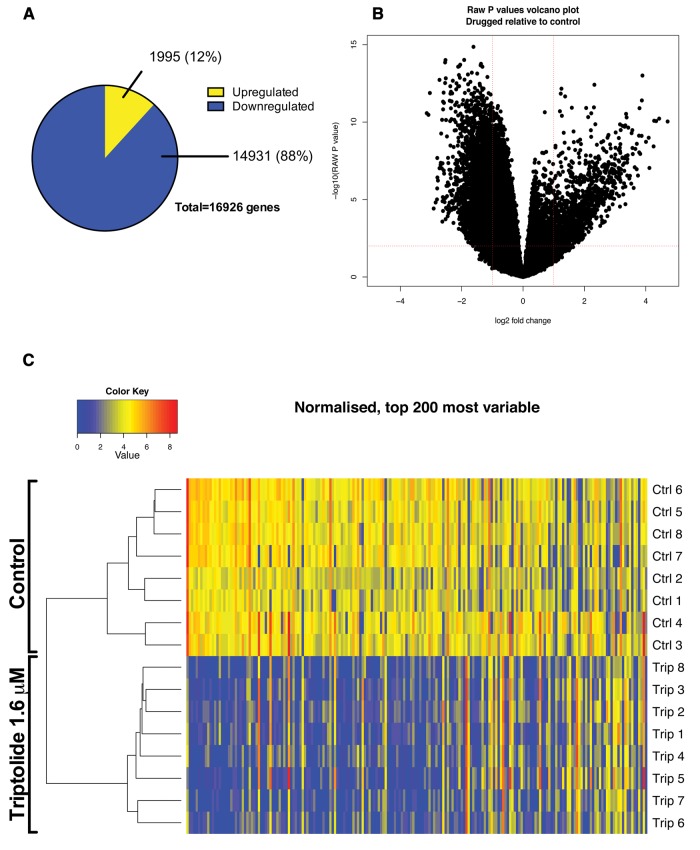
RNA-sequencing of zebrafish larvae exposed to triptolide. RNA-seq was performed on 5 dpf larvae after exposure to triptolide (1.6 µM) for 6 h. A total of 16 sequencing experiments were performed (control *N* = 8 and treatment *N* = 8). Each individual experiment consisted of 30 pooled larvae, therefore 480 larvae were included in total. A, Proportion of down-regulated and up-regulated genes. B, Volcano plot of adjusted *P* value *versus* log2 fold change of triptolide treated fish *versus* control. C, Clustered heatmap with the top 200 most variable genes.

Gene ontology (GO) enrichment analysis revealed 32 significantly enriched terms in biological process, 16 enriched terms in cellular component and 17 enriched terms in molecular function (Supplementary Table 1). 

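Of 90 cytosolic ribosomal protein genes, listed before the data were examined, 76 rose, 2 fell and 12 did not pass the test (80 up and 2 down when adjusted over the list alone, 84 up and 0 down with TMM factors). rpl26 on chromosome 14 from 51848100 to 51852677 was at 352 ± 17.0 CPM in control and 470.4 ± 35.2 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of 0.42 (standard error 0.06, adjusted p = 5.4e-06 from edgeR). The members that fell were rpl7l1 and rps19bp1, which the list took by symbol although they are a ribosomal protein-like gene and a binding partner of a ribosomal protein. Their log2 fold changes were -0.47 and -0.44 (adjusted p = 1.7e-04 and 5.9e-05 from edgeR), and with TMM factors neither passed the test (0.22 and 0.36). The median of the list was 0.28, or 0.63 above that of all genes (camera adjusted p = 1.5e-39, and adjusted p = 0.30 with an estimated correlation).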

The most significant enriched GO terms were translation (*P *= 4.35×10^−51^) in the biological process ontology, structure constituent of ribosome (*P *= 3.13×10^−64^) in the molecular function ontology and ribosome (*P *= 9.09×10^−61^) in the cellular component ontology. KEGG pathway analysis revealed 6 up-regulated pathways of which ribosome (*P *= 1.87×10^−72^) and cardiac muscle (*P* = 8.01×10^−7^) pathways were the most significant. 

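Of 36 skeletal muscle genes, 31 rose, 1 fell and 4 did not pass the test (31 up and 1 down when adjusted over the list alone, 35 up and 0 down with TMM factors). mylpfb, a fast myosin light chain, had a log2 fold change of 0.60 (standard error 0.06, adjusted p = 7.4e-08 from edgeR), and pvalb3, a parvalbumin, rose by 0.71 on the log2 scale. The list median was 0.69 above that of all genes (camera adjusted p = 1.6e-29, and adjusted p = 0.048 with an estimated correlation). Of 20 genes of cardiac muscle contraction, 3 rose, 2 fell and 15 did not pass the test (3 up and 2 down when adjusted over the list alone, 11 up and 1 down with TMM factors). Among them actc1b, an α-actin that is also expressed in skeletal muscle, was at 9259 ± 650.4 CPM in control and 11642 ± 616 CPM in TP treated larvae (SD, n = 8), while slc8a1a, the cardiac sodium-calcium exchanger, had a log2 fold change of -0.83. The median lay 0.37 above that of all genes (camera adjusted p = 2.4e-04, and adjusted p = 0.22 with an estimated correlation).
Of 99 nuclear genes of oxidative phosphorylation, 14 rose, 1 fell and 84 did not pass the test (1 up and 1 down when adjusted over the list alone, 85 up and 1 down with TMM factors). cox6a1 rose by 0.40 and cox4i2 fell by 0.79 on the log2 scale, and the median was 0.44 above all genes (camera adjusted p = 4.0e-16, and adjusted p = 0.53 with an estimated correlation). Of 13 mitochondrially encoded mRNAs, 3 rose, 0 fell and 10 did not pass the test (3 up and 0 down when adjusted over the list alone, 13 up and 0 down with TMM factors, 0 down with DESeq2, 0 with limma and 0 at an unadjusted p under 0.05 from edgeR). mt-co2 had a log2 fold change of 0.32 (standard error 0.06, adjusted p = 2.2e-04 from edgeR), and the median was 0.63 above all genes (camera adjusted p = 7.4e-09, and adjusted p = 0.34 with an estimated correlation). Of 30 genes of steroid hormone biosynthesis, 4 rose, 10 fell and 16 did not pass the test (4 up and 10 down when adjusted over the list alone, 9 up and 3 down with TMM factors). cyp19a1a, the gonadal aromatase, rose by 3.42 and hsd17b1 by 2.03 on the log2 scale. The rise of cyp19a1a rested on 18 control and 212 TP counts, with a control mean of 0.0686 CPM. Log2 fold changes were -1.48 for cyp7a1, the rate-limiting enzyme of bile acid synthesis, and -1.38 for star, which brings cholesterol into mitochondria. The list median lay 0.18 above that of all genes, and the list did not stand apart (camera adjusted p = 0.14).

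**Figure D2:**
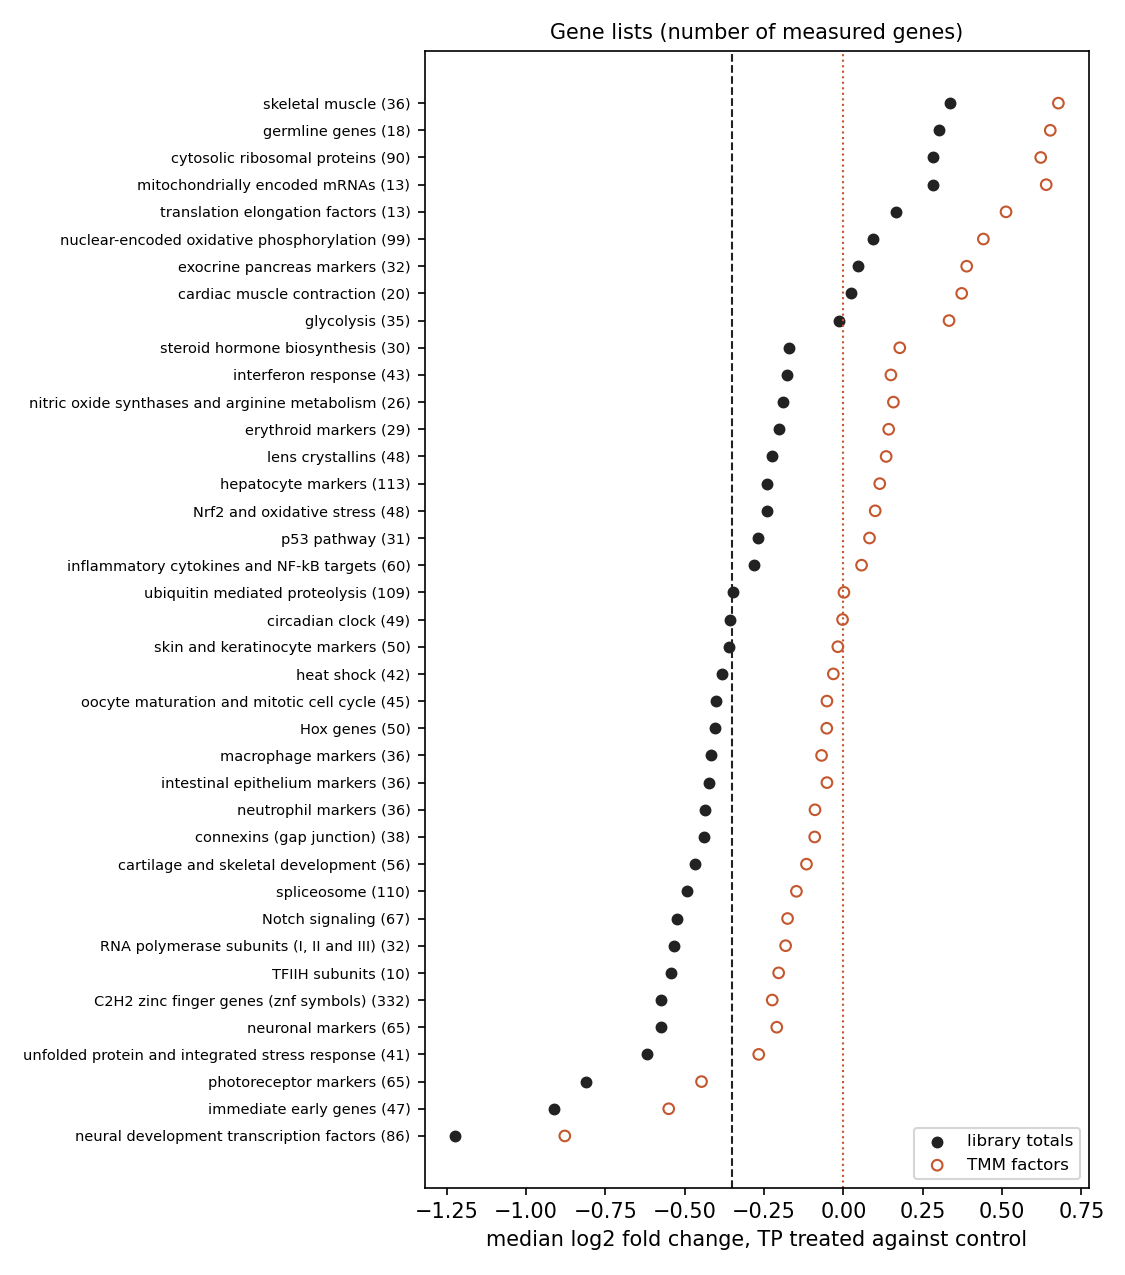
Median log2 fold change of each gene list with library totals (filled) and TMM factors (open), with the number of measured genes; the dashed and dotted lines are the medians of all genes under each scaling. The neural development transcription factors lie lowest under both scalings and the skeletal muscle genes highest.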

Another 18 down-regulated KEGG pathways were identified, of which spliceosome (*P *= 4.19×10^−5^) and notch signaling (*P *= .0008) were the most significant (Table 2).

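Of 110 spliceosome genes, 1 rose, 80 fell and 29 did not pass the test (1 up and 82 down when adjusted over the list alone, 6 up and 30 down with TMM factors). srsf6b, a serine/arginine-rich splicing factor on chromosome 11 from 1495539 to 1504277, was at 41.7 ± 4.75 CPM in control and 17.3 ± 0.880 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of -1.27 (standard error 0.07, adjusted p = 3.9e-11 from edgeR), and hnrnpa1b fell by 1.57 on the log2 scale. The list median relative to all genes was -0.14 (camera adjusted p = 1.2e-04, and adjusted p = 0.75 with an estimated correlation). Of 67 genes of Notch signaling, 0 rose, 46 fell and 21 did not pass the test (0 up and 46 down when adjusted over the list alone, 6 up and 25 down with TMM factors, 8 up with DESeq2, 0 with limma and 0 at an unadjusted p under 0.05 from edgeR). Among them were genes of the Hes and Her family of repressors, with log2 fold changes of -2.23 for hes2.2 and -1.96 for her4.4, one of several near-identical her4 copies that may share reads. Its median relative to all genes was -0.17 (camera adjusted p = 2.0e-04, and adjusted p = 0.75 with an estimated correlation).
Of 109 genes of ubiquitin mediated proteolysis, 0 rose, 63 fell and 46 did not pass the test (1 up and 65 down when adjusted over the list alone, 15 up and 15 down with TMM factors, 15 up with DESeq2, 0 with limma and 2 at an unadjusted p under 0.05 from edgeR). anapc2, a subunit of the anaphase-promoting complex, had a log2 fold change of -1.13 (standard error 0.17, adjusted p = 1.2e-05 from edgeR). The list median differed from that of all genes by 0.00163 while the test called it lower (camera adjusted p = 0.039, and adjusted p = 0.80 with an estimated correlation), and its call was also lost with TMM factors (adjusted p = 0.80) and with the most abundant transcript of each gene (adjusted p = 0.069). Of 38 connexins of gap junctions, 3 rose, 14 fell and 21 did not pass the test (3 up and 14 down when adjusted over the list alone, 5 up and 8 down with TMM factors). cx52.9 fell by 1.98 and GJD4 rose by 1.64 on the log2 scale. Of 45 genes of oocyte maturation and the mitotic cell cycle, 3 rose, 15 fell and 27 did not pass the test (3 up and 15 down when adjusted over the list alone, 7 up and 2 down with TMM factors). The replication helicase gene mcm7 fell by 0.95 on the log2 scale, and AURKA, a mitotic kinase, was at 0.0927 ± 0.0889 CPM in control and 1.70 ± 0.553 CPM in TP treated larvae (SD, n = 8). With medians of -0.09 and -0.05 relative to all genes and a test that leaned higher, neither the connexins nor the cell cycle list stood apart (camera adjusted p = 0.64 and 0.43).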

**Table 2:** KEGG Pathways

Up/Down (trip vs Ctrl)	Pathway Description	*P* Value
Up	Ribosome	1.87E-86
Up	Cardiac muscle contraction	8.01E-07
Up	Oxidative phosphorylation	0.002544
Up	Steroid hormone biosynthesis	0.006209
Down	Spliceosome	4.19E-08
Down	Notch signaling pathway	0.000845
Down	Progesterone-mediated oocyte maturation	0.004103
Down	Ubiquitin mediated proteolysis	0.005622
Down	Gap junction	0.00651

RNA-sequencing of zebrafish larvae exposed to triptolide (1.6 µM) for 6 h compared with vehicle control.

Multiple inflammation associated genes were up-regulated and validated by qPCR. 

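Of 60 inflammatory cytokines and NF-κB targets, 5 rose, 22 fell and 33 did not pass the test (5 up and 22 down when adjusted over the list alone, 8 up and 14 down with TMM factors). DESeq2 called 16 of its members higher and 15 lower, and limma 10 and 23. The list held the genes that the paper measured by qPCR after the same exposure, so its rises are not independent evidence of direction. tnfa on chromosome 19 from 27435209 to 27439796 was the member with the largest rise (adjusted p = 8.4e-10 from edgeR). The collagenase gene mmp13a was that with the largest fall, with a log2 fold change of -2.63 (standard error 0.26, adjusted p = 7.9e-08 from edgeR). With a median 0.07 above that of all genes, the list did not stand apart (camera adjusted p = 0.25). Of 36 macrophage markers, 1 rose, 16 fell and 19 did not pass the test (1 up and 16 down when adjusted over the list alone, 3 up and 8 down with TMM factors), and of 36 neutrophil markers, 1 rose, 21 fell and 14 did not pass the test (1 up and 22 down when adjusted over the list alone, 4 up and 10 down with TMM factors). Among them the log2 fold change was -1.40 for grn2, a progranulin gene, -2.64 for scpp8 and -1.48 for the chemokine receptor gene cxcr4b. Neither marker list stood apart from the other genes (camera adjusted p = 0.33 and 0.16).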

Nitric oxide synthase 2b (NOS2b) was 4.0-fold increased (*P *<* *.0001) in the TP treated fish compared with control along with other genes involved in an inflammatory response including TNF-α (32.9-fold, *P *<* *.0001), IL-1b (7.6-fold, *P* < .0001), IL-6 (4.0-fold, *P* < .0001), IL-10 (2.3-fold, *P* = .01) and CCR2 (5.6-fold, *P* < .0001) (Figs. 5A–E). 

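In the sequenced libraries 4 of these 6 genes rose at an adjusted p of 0.01 or less. nos2b, the inducible nitric oxide synthase gene on chromosome 15 from 30442750 to 30468128, was at 0.460 ± 0.169 CPM in control and 4.74 ± 1.58 CPM in TP treated larvae (SD, n = 8), a fold change of 10.7 and a log2 fold change of 3.42 (standard error 0.26, adjusted p = 1.6e-09 from edgeR). tnfa was at 0.0520 ± 0.0424 CPM in control and 1.86 ± 0.560 CPM in TP treated larvae (SD, n = 8), a fold change of 34.3. il1b on chromosome 10 from 45109897 to 45117159 was at 0.484 ± 0.455 CPM in control and 2.03 ± 0.557 CPM in TP treated larvae (SD, n = 8), a fold change of 3.81 (adjusted p = 7.9e-05 from edgeR). Control library 2 alone stood at 1.59 CPM, and without it the fold change of il1b was 6.13. ccr2, listed as si:ch211-207g17.2 on chromosome 16 from 8755113 to 8756233 and matched through its gene ID, was at 0.239 ± 0.133 CPM in control and 1.17 ± 0.431 CPM in TP treated larvae (SD, n = 8), a fold change of 4.86 (adjusted p = 9.0e-06 from edgeR).
The cytokine genes il10 and il6 had too few counts to pass the filter. il10 had 6 counts in 2 of 8 control libraries and 64 counts in 8 of 8 TP libraries (2-sided exact permutation test on CPM, p = 1.6e-04), and without a filter its adjusted p from edgeR was 1.8e-04. il6 had 16 control and 18 TP counts, and a difference in il6 was not detectable at this depth (2-sided exact permutation test, p = 0.70).

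**Figure D3:**
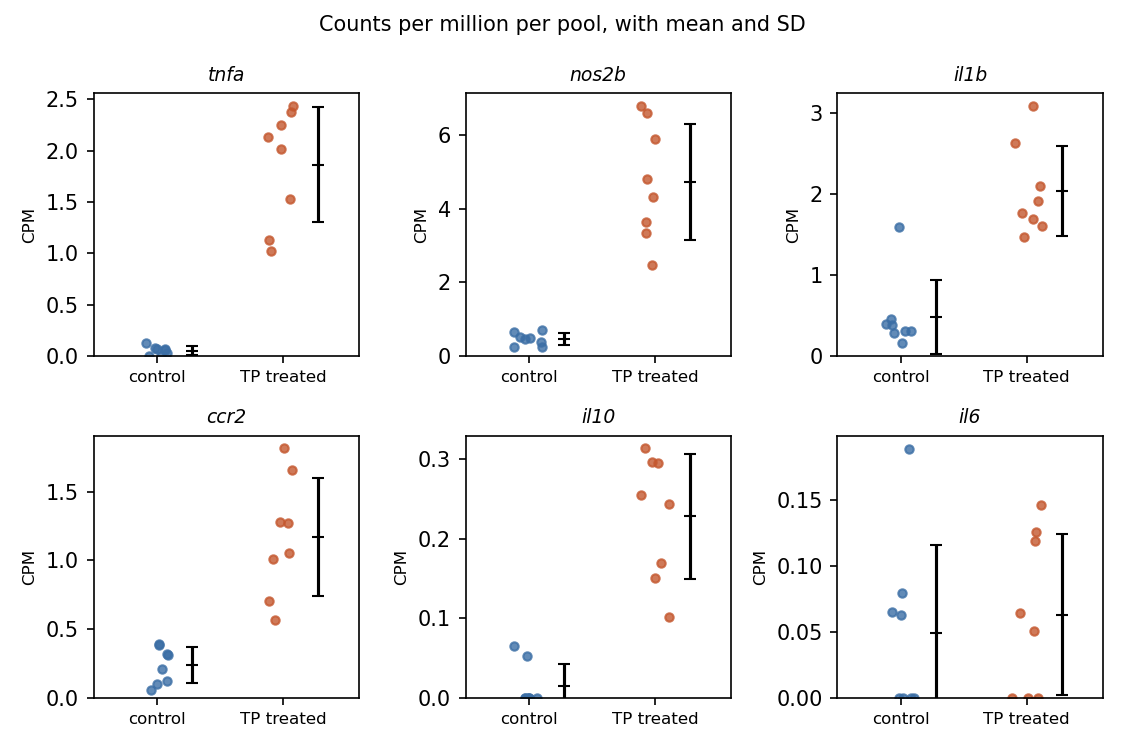
CPM of the genes with a stated qPCR fold change in each pool of 30 larvae, with the mean and SD of each group beside the points and bars drawn no lower than 0. TP libraries lie above all control libraries for tnfa, nos2b, ccr2 and il10, and overlap them for il1b and il6.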

**Figure 5:**
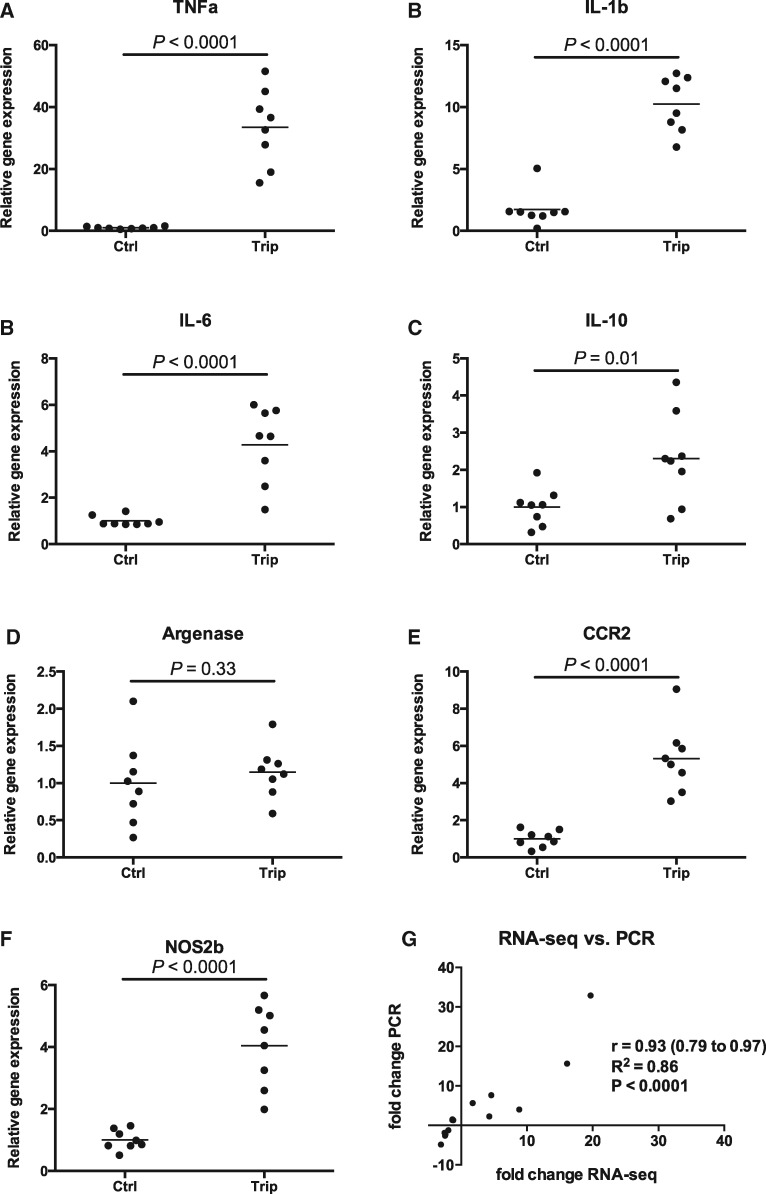
Inflammatory gene expression in zebrafish larvae treated with triptolide (1.6 µM) for 6 h. A–F, Relative gene expression of various inflammatory associated genes measured by PCR (*N* = 8 pooled sample of 30 larvae for each group, each dot represents one pooled sample and line represents mean). G, correlation between fold change of 14 genes obtained by RNA-seq *versus* PCR. All genes measured by PCR were normalized by MRPS18B.

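mrps18b encodes a protein of the small mitochondrial ribosomal subunit and lies on chromosome 19 from 30835804 to 30841588. It was at 13.1 ± 0.980 CPM in TP treated larvae (SD, n = 8). Its log2 fold change was -0.21 with library totals (standard error 0.08, adjusted p = 0.028 from edgeR) and 0.13 with TMM factors, and it passed the threshold of 0.01 under neither. Relative to mrps18b, the fold change of nos2b was 12.3 and of ccr2 5.61.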

To further validate the sequencing results, 14 transcripts chosen from differentially regulated pathways and genes involved in the immune response were measured by qPCR. 

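The paper's text states a qPCR fold change for 6 genes, tnfa, il1b, ccr2, nos2b, il6 and il10. Across them, Pearson's r between the log2 of the paper's qPCR fold change and the log2 fold change from the counts (edgeR without a filter, since il6 and il10 did not pass it) was 0.53 (2-sided exact permutation test, p = 0.29), and Spearman's rho was 0.20 (p = 0.71 from the same test). Without tnfa and il10, the 2 genes farthest from the median qPCR fold change, r was 0.0659. With fold changes in place of their log2, a scale added after the log2 values were seen, Pearson's r over the 6 genes was 0.915 (p = 0.13 from the same exact test), and -0.488 without tnfa and il1b, the 2 genes farthest from the median on that scale. The Benjamini-Hochberg adjusted p over these 3 relations was 0.43 for r on the log2 scale, 0.71 for rho and 0.40 for r of fold changes. The positive r of fold changes rested on tnfa, since without it r was -0.527. This correlation is across genes, which are not independent replicates, and in the same edgeR fit without a filter each gene but il6 (adjusted p = 0.83) passed an adjusted p of 0.01. The other genes measured by qPCR, whose fold changes the text does not give, are not used here.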

The fold change obtained by RNA-sequencing correlated with the fold change measured by qPCR with a Pearson’s *r* of 0.93, *P* < .0001 (Figure 5G).

#### Nitric Oxide Synthase Is Involved in Triptolide Toxicity

Finally, in order to explore a mechanistic role for NOS2b in TP-induced toxicity, the effect of the nonselective NOS inhibitor L-NAME and the selective inducible NOS (iNOS) inhibitor aminoguanidine was determined. Neither compound caused any effect on zebrafish survival when applied alone. Co-treatment with TP and either L-NAME or aminoguanidine significantly increased larval mortality (Figure 6). 

**Figure 6:**
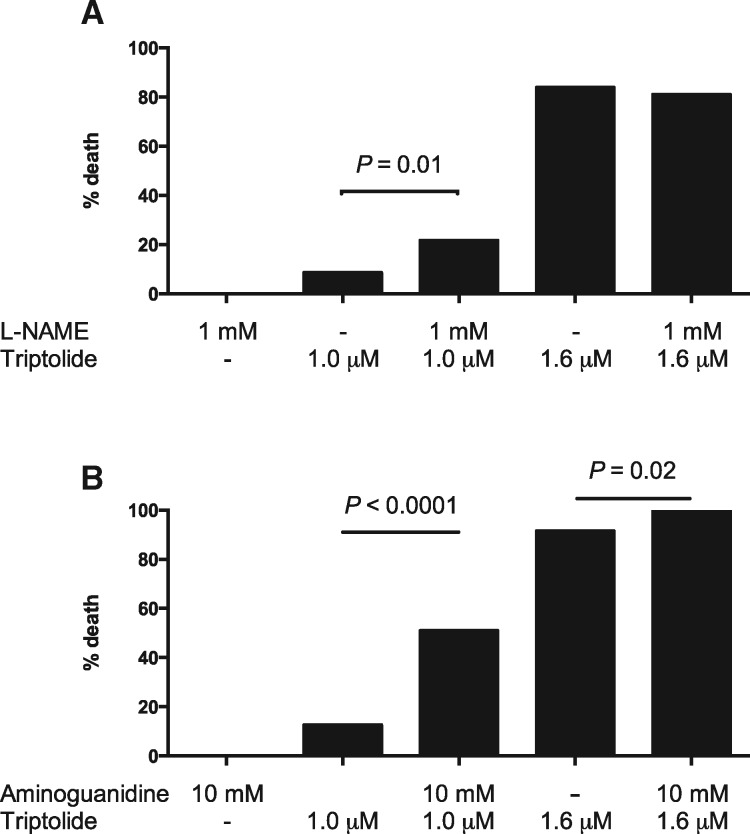
Effect on mortality of co-treatment with (A) L-NAME or (B) aminoguanidine. Three-dpf old larvae were exposed for 24 h to triptolide and/or the NOS inhibitor indicated. Each dose was tested on at least 60 larvae. Mortality was assessed blinded to the treatment groups. Fisher’s exact test was used for statistical differences between groups.

## DISCUSSION

TP, the primary active compound in *Tripterygium wilfordii*, has a long history of use because of its purported neuroprotective, anti-inflammatory and contraceptive effects (Chen, 2001; Liu, 2011; Zheng *etal.*, 2013; Ziaei and Halaby, 2016). Due to its high incidence of hepatotoxicity, its utility in clinical medicine is limited (Li *etal.*, 2014).

Zebrafish larvae are as proliferative and easily accessible as *invitro* cell culture models while providing *invivo* complexity comparable to larger vertebrate models (Vliegenthart *etal.*, 2014b). In addition, zebrafish have substantially lower cost and the larvae are optically clear so are suitable for high throughput screening (Lieschke and Currie, 2007; McGrath and Li, 2008; Zon and Peterson, 2005). This unique combination of characteristics makes the zebrafish an attractive model species for studying DILI.

To investigate whether zebrafish larvae could be used as a tool to study TP-induced DILI, larvae were exposed to increasing concentrations of TP. Larvae died with a dose-response relationship in the micromolar range and histological examination revealed that TP induced highly reproducible hepatic necrosis without affecting other organs. The plasma concentration of triptolide in humans (*C*max) is reported to be around 0.15–0.4 µM.(Yao *etal.*, 2006) In rats, a plasma concentration of 1.5µM has been reported to be associated with histological liver cell necrosis (Shao *etal.*, 2007). These human and rodent studies are consistent with the concentrations that produce hepatotoxicity in our zebrafish larvae, which supports the translational relevance of our fish model. Ours is the first study confirming that TP-induced hepatotoxicity can be modeled in zebrafish larvae. The administration of TP is straightforward and the resultant liver injury is reproducible and tractable. This is in contrast to paracetamol, an archetypal compound used to induce hepatocyte necrosis, which is variable with regard to histological liver injury in larvae and requires millimolar water concentrations for an effect (Vliegenthart *etal.*, 2014a). The enhanced ability of TP to induce liver toxicity is likely due to a combination of its pharmacokinetics and its ability to induce injury without need for metabolism. We believe that the data from these studies with triptolide confirm the benefits of zebrafish as a model organism to screen for DILI. We acknowledge, however, that there are limitations to our model and some important future questions to be addressed. When selecting an animal model for toxicity testing, characterization of the metabolic properties of the selected species is very important. TP is metabolized in rodents by the cytochrome P450 system. These enzymes have been demonstrated to be present and active in zebrafish embryos (Goldstone *etal.*, 2010). However, further experiments are required to confirm that this system is responsible for TP metabolism in our zebrafish larvae model. We demonstrate liver injury in adult zebrafish at a concentration of TP that is toxic in larvae. This demonstrates that TP hepatotoxicity is not an idiosyncrasy of larvae. It is probable that the sensitivity of the larvae to TP will be different to adult fish, for example, because of differences in tissue penetration of drug and immaturity of drug metabolism. Furthermore, while the adult and larvae both develop liver cell necrosis at the same concentration of TP, this is not confirmation that the same mechanisms underlie toxicity across the zebrafish life span.

We previously reported that miR-122 increases in the circulation of patients with DILI with superior sensitivity and specificity compared with the currently used clinical biomarker alanine aminotransferase (ALT) (Vliegenthart *etal.*, 2015). Using *in situ* hybridization, we reported that miR-122 is specifically expressed in the zebrafish liver and is released into the circulation with DILI. As in humans, in zebrafish miR-122 can be used as a more sensitive and specific biomarker than ALT (Vliegenthart *etal.*, 2014a). The present study reports that the number of copies miR-122 per zebrafish larvae is decreased with TP-induced DILI, indicating that miR-122 can also be utilized as a biomarker for DILI in whole zebrafish larvae.

By exploiting the optical transparency of the zebrafish larvae in combination with the liver specific fluorescent reporter transgenic fish line, Tg(*-2.8lfabp*:GFP)^as3^, we were able to capture 3D images by using SPIM of the fish liver during TP-induced DILI. This confirmed that the liver volume (as reported by fluorescence) is substantially reduced with injury. Because of low bleaching, high acquisition speed and high depth penetration, SPIM is well suited for imaging intact fully functioning zebrafish larvae. These characteristics make SPIM suited for time-lapse imaging of biological processes over long periods of time (Huisken and Stainier, 2009; Weber and Huisken, 2011). This is potentially valuable in studies of development (Kaufmann *etal.*, 2012), functional imaging of multiple brain regions (Panier *etal.*, 2013) and heart function (Mickoleit *etal.*, 2014). This is the first study confirming that SPIM has sufficient depth penetration to image the zebrafish liver from 3 to 5 dpf. SPIM is a tool that could be further exploited in the field of studying liver development and injury in zebrafish.

Fluorescent time-lapse microscopy allowed us to characterize the time course of injury and identified an early time point for RNA sequencing, which demonstrated that TP has similar effects on RNA transcription as *invitro* models. TP covalently binds to a subunit of TFIIH that leads to inhibition of RNA polymerase II transcription initiation (Titov *etal.*, 2011). RNA expression studies using microarrays have shown that both total RNA and mRNA *de novo* synthesis were lowered in a TP treated cancer cell line compared with control. Among the down-regulated genes was RPB1, the main RNA polymerase II subunit (Vispe *etal.*, 2009). These *invitro* data indicate that inhibition of RNA synthesis could explain TP hepatotoxicity. In our study, the RNA-sequencing data also demonstrated that TP leads to a general down-regulation of gene expression, with 88% being down-regulated in TP treated larvae compared with vehicle control. 

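With library totals 90.1% of the 11380 changed genes were lower in TP treated larvae (edgeR). Of 113 hepatocyte markers, 5 rose, 44 fell and 64 did not pass the test (5 up and 44 down when adjusted over the list alone, 36 up and 19 down with TMM factors). pck1, the rate-limiting enzyme of gluconeogenesis, had a log2 fold change of -2.14 (standard error 0.12, adjusted p = 2.2e-11 from edgeR), and rbp4, the plasma retinol carrier, was at 1087 ± 110.1 CPM in control and 307 ± 33.6 CPM in TP treated larvae (SD, n = 8). With a median 0.11 above that of all genes, the hepatocyte markers did not stand apart (camera adjusted p = 0.52). Of 36 markers of intestinal epithelium, 3 rose, 17 fell and 16 did not pass the test (3 up and 17 down when adjusted over the list alone, 6 up and 13 down with TMM factors). The apolipoprotein gene apoa4b.1 fell by 2.35 on the log2 scale, and the list did not stand apart (camera adjusted p = 0.64). Of 50 skin markers, 2 rose, 31 fell and 17 did not pass the test (2 up and 32 down when adjusted over the list alone, 8 up and 14 down with TMM factors), and the keratin gene krt18 had a log2 fold change of -1.35 (camera adjusted p = 0.039, and adjusted p = 0.75 with an estimated correlation). The call of the skin list was also lost with TMM factors (adjusted p = 0.49), the most abundant transcript of each gene (0.051) and the replicate block (0.073). With TMM factors 50.9% of 7933 changed genes were lower. The paper proposes that TP may injure the liver by blocking RNA synthesis. It draws on the share of down-regulated genes at a time before fulminant necrosis of the liver and on earlier in vitro work. It also cites lower GO terms and KEGG pathways of RNA transcription.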

Notably, this effect on gene expression was measured at an early time-point before fulminant hepatic necrosis had started. Therefore, we propose that inhibition of RNA synthesis may be the mechanism that causes liver toxicity. 

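TFIIH is a general transcription factor that opens DNA at promoters. Of 10 TFIIH subunit genes, 0 rose, 7 fell and 3 did not pass the test (0 up and 7 down when adjusted over the list alone, 1 up and 4 down with TMM factors, 1 up with DESeq2, 0 with limma and 0 at an unadjusted p under 0.05 from edgeR). gtf2h3 had a log2 fold change of -1.31 (standard error 0.14, adjusted p = 1.6e-07 from edgeR), and ercc2, which encodes the XPD helicase of the complex, fell by 0.90 on the log2 scale. ercc3, which encodes the XPB helicase, was at 16.0 ± 1.62 CPM in control and 16.1 ± 1.41 CPM in TP treated larvae (SD, n = 8), with adjusted p = 0.88 from edgeR with library totals and a log2 fold change of 0.37 (adjusted p = 1.2e-04) with TMM factors. The TFIIH list did not stand apart from the other genes (camera adjusted p = 0.14). Of 332 C2H2 zinc finger genes, most of them predicted DNA-binding factors in families of close copies, 6 rose, 181 fell and 145 did not pass the test (6 up and 183 down when adjusted over the list alone, 22 up and 74 down with TMM factors). ZNF408 fell by 1.70 on the log2 scale, and the list median relative to all genes was -0.22 (camera adjusted p = 0.014, and adjusted p = 0.75 with an estimated correlation).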

In line with this hypothesis, gene ontology analysis revealed that, in general, GO terms involved in RNA transcription, such as nucleic acid metabolic processes, transcription, regulation of gene expression and RNA biosynthesis, were significantly reduced. Also KEGG pathways involved in RNA transcription went down, including spliceosome and RNA polymerase. 

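Of 32 subunit genes of RNA polymerases I, II and III, 1 rose, 20 fell and 11 did not pass the test (1 up and 21 down when adjusted over the list alone, 2 up and 7 down with TMM factors). polr1e, a subunit of RNA polymerase I, had a log2 fold change of -1.27 (standard error 0.11, adjusted p = 6.3e-09 from edgeR). The member that rose was polr2a, with edgeR fold changes of 4.97 and 4.86 in its 2 annotated transcripts. The list median relative to all genes was -0.18 (camera adjusted p = 0.047, and adjusted p = 0.75 with an estimated correlation), and the call was also lost with TMM factors (adjusted p = 0.11).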

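Of 13 translation elongation factor genes, 4 rose, 3 fell and 6 did not pass the test (4 up and 3 down when adjusted over the list alone, 9 up and 0 down with TMM factors). eef1da had a log2 fold change of 0.31 (standard error 0.07, adjusted p = 4.8e-04 from edgeR), while eef1a1b fell by 0.50 on the log2 scale with library totals and did not pass the test with TMM factors (adjusted p = 0.20). The list median lay 0.52 above that of all genes (camera adjusted p = 2.0e-04, and adjusted p = 0.34 with an estimated correlation).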

GO terms in biological processes involved in protein synthesis—such as translation, cellular protein metabolic process and protein metabolic process—were increased. We speculate that up-regulation of processes involved in protein synthesis might be a response to lower template mRNA; an attempt by the organism to maintain equilibrium.

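Of 43 interferon response genes, 8 rose, 13 fell and 22 did not pass the test (8 up and 13 down when adjusted over the list alone, 14 up and 4 down with TMM factors). ifnphi3 on chromosome 3 from 22214912 to 22217388 was at 0.0680 ± 0.0529 CPM in control and 1.70 ± 0.592 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of 4.36 (standard error 0.38, adjusted p = 1.1e-08 from edgeR). ifit8, an interferon-induced gene of the IFIT family, rose by 3.92 on the log2 scale. The list median lay 0.17 above that of all genes (camera adjusted p = 4.3e-04, and adjusted p = 0.44 with an estimated correlation).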

Other up-regulated GO terms were involved in the immune response, defense response, response to other organisms, immune system process, response to viruses and response to lipopolysaccharide. PCR confirmed that multiple inflammatory markers were increased in the TP-treated fish compared with control, with the cytokine TNF-α being increased 32.9-fold. This suggests that, besides a general down-regulation of transcription, inflammation potentially has a role in TP-induced DILI. In DILI, the liver injury caused by the drug or its metabolites is often an initiating event for an immune response which determines the extent of liver injury (Ju and Reilly, 2012). Liver necrosis with inflammatory cell infiltration has been reported in TP-induced hepatotoxicity (Fu *etal.*, 2011) and Th17/Treg imbalance has been associated with the exacerbation of liver inflammation in TP-induced hepatotoxicity (Wang *etal.*, 2014). We speculate the increase in inflammatory genes in our larval model reflects activation of circulating innate immune cells. Unlike liver cells, these circulating cells may be able to up-regulate their inflammatory genes because of a lower intra-cellular TP concentration. This is speculative and requires confirmation in future studies.

Three NOS isoforms have been identified in humans: a neuronal NOS1, an inducible NOS2 and an endothelial NOS3 enzyme. 

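In the sequenced larvae nos1, the neuronal synthase gene on chromosome 5 from 11599909 to 11723105, was at 18.1 ± 3.72 CPM in control and 15.9 ± 1.54 CPM in TP treated larvae (SD, n = 8), and its log2 fold change of -0.19 did not pass the test (adjusted p = 0.13 from edgeR). nos2a on chromosome 5 from 43182114 to 43196818 was at 0.824 ± 0.341 CPM in control and 0.716 ± 0.198 CPM in TP treated larvae (SD, n = 8), with a log2 fold change of -0.21 (adjusted p = 0.51 from edgeR). Both values turned positive with TMM factors, at 0.17 and 0.12, without passing the test. Arginases use the same substrate as the synthases. arg2 on chromosome 13 from 32894097 to 32903924 had a log2 fold change of -1.14 (standard error 0.12, adjusted p = 1.3e-07 from edgeR), and arg1 had a log2 fold change of 0.35 (adjusted p = 0.33 from edgeR). Of 26 genes of nitric oxide synthesis and arginine metabolism, 2 rose, 9 fell and 15 did not pass the test (2 up and 9 down when adjusted over the list alone, 8 up and 6 down with TMM factors), and the list, with a median 0.16 above that of all genes, did not stand apart (camera adjusted p = 0.27). The rise after nos2b was in cps1, which makes carbamoyl phosphate for the urea cycle, at 1.60 on the log2 scale.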

One NOS1 and 2 NOS2 (NOS2A and NOS2B) genes have been reported to be present in the zebrafish genome. Both liposaccharide stimulation and tail cut injury induces the NOS2 isoforms in zebrafish (Lepiller *etal.*, 2009). Knockdown of NOS2b reduced leukocyte attraction to ventral fin wounds (Wittmann *etal.*, 2015). These data indicate that NOS2b is involved in inflammation. Our results suggest that inhibition of NOS2b in our model increased TP toxicity. This is consistent with a protective role for NOS2b. The protective role of NOS has also been reported in a model of paracetamol liver injury in mice (Hinson *etal.*, 2002). Various other models have also demonstrated that NO protects the liver against oxidative stress induced by ethanol, (Nanji *etal.*, 1995), H_2_O_2_ (Kim *etal.*, 1995) and CCl_4_ (Zhu and Fung, 2000). Future research should identify compounds that can limit TP toxicity once it is established and promote liver regeneration, as such compounds could be clinically useful.

In conclusion, TP induces hepatic necrosis in zebrafish larvae and inhibits RNA synthesis in line with previous published data. The hepatocyte necrosis induces an inflammatory response, which partially determines outcome. TP is a model compound for inducing DILI in zebrafish. Zebrafish have experimental properties which complement rodent models of toxicity.

## SUPPLEMENTARY DATA

Supplementary data are available at *Toxicological Sciences* online.

## FUNDING

NC3Rs PhD Studentship (NC/K001485/1 to A.D.B.V.); NHS Research Scotland (NRS) through NHS Lothian and a BHF Centre of Research Excellence Award (to J.W.D).

## Supplementary Material

Supplementary Data

# Supplementary material for: Characterization of Triptolide-Induced Hepatotoxicity by Imaging and Transcriptomics in a Novel Zebrafish Model
**Source:** Toxicol Sci. 2017 Jul 20;159(2):380–91. doi: 10.1093/toxsci/kfx144
**Supplement:** Supplementary Data

**Characterization of triptolide-induced hepatotoxicity by imaging and transcriptomics in a novel zebrafish model**

AD Bastiaan Vliegenthart, Chunmin Wei, Charlotte Buckley, Cécile Berends, Carmelita MJ de Potter, Sarah Schneemann, Jorge Del Pozo, Carl Tucker, John J Mullins, David J Webb, James W Dear

| **Supplementary Figure 1** | Page 2 |
| --- | --- |
| **Supplementary Figure 2** | Page 3 |
| **Supplementary Table 1** | Page 4-8 |

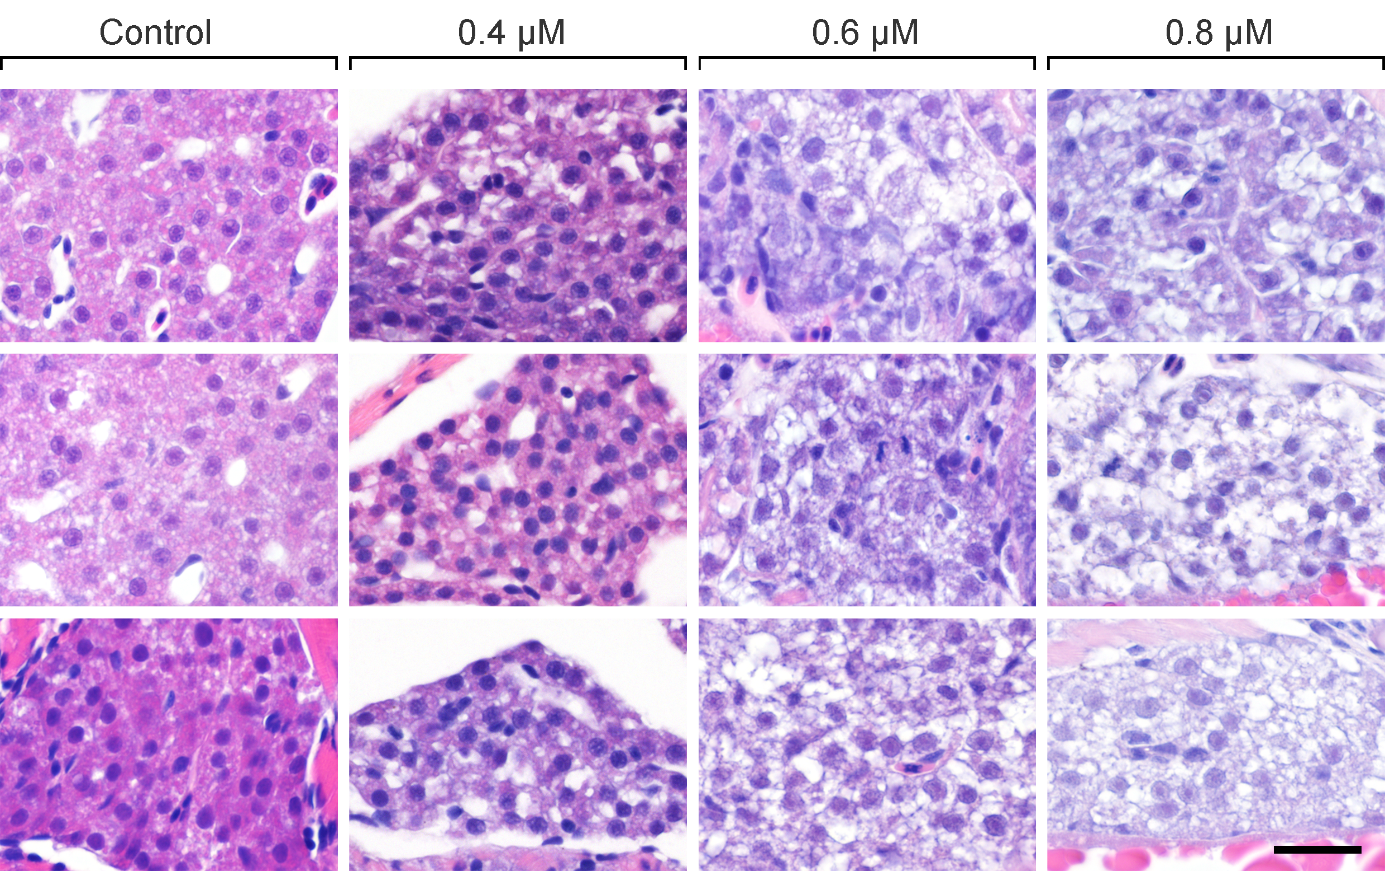

C

C

C

B

B

B

A

A

A

Supplementary Figure 1. Effect of triptolide on zebrafish larvae after 48 hours (3-5dpf) exposure. Magnified histological images at x400 of zebrafish larvae liver after water exposure to triptolide at the concentrations indicated. Three representative fish are presented for each dose. Note the presence of dose dependent increase in hepatocyte vacuolation (A), necrosis (with nuclei breaking down (B) and karyolysis (C)) and the presence of disarray (red lines). The latter two features are absent from the control group. Scale bar = 20µm.

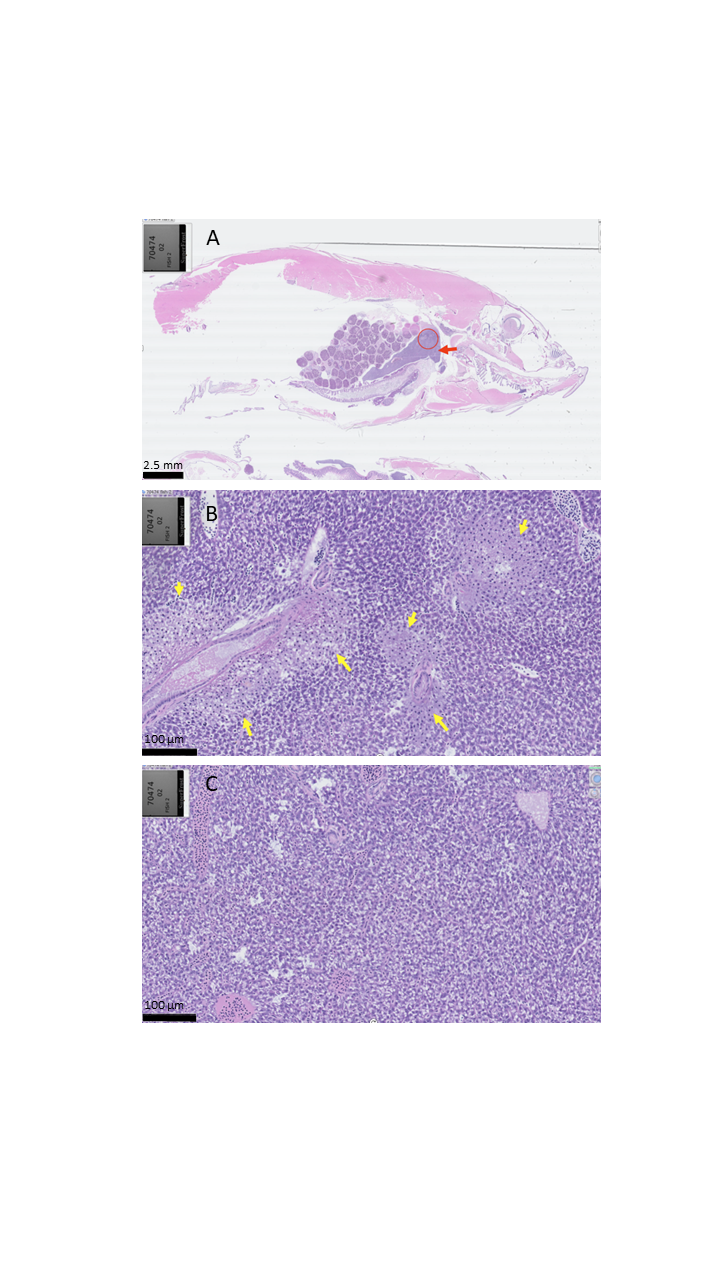

Supplementary Figure 2. Histological images of adult zebrafish after exposure to triptolide (1.6 μM) for 10 hours. (A) Subgross view. Liver is indicated by the red arrow. The area displaying hepatic necrosis is indicated by the circle. (B) Arrows denote lesions consistent with hepatic necrosis after triptolide exposure. (C) Control adult zebrafish after exposure to vehicle control. Normal liver, with no areas of necrosis.

Supplementary Table 1. Significantly enriched GO terms in response to triptolide in zebrafish larvae (with *P* < 0.001 cutoff).

How the deposited data were processed for this re-analysis (not part of the article)

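Whole larvae were sequenced as 16 pools of 30, 8 control and 8 exposed to 1.6 µM TP for 6 h at 5 dpf. The authors deposited raw counts per Ensembl transcript, not normalized, in a table of 57264 transcripts with symbols, gene IDs and positions on GRCz10. The submitters' processing notes name FastQC, Bowtie2, SAMtools and limma, and their versions are not given in the sources used here. The paper's methods scale each library to the lowest number of alignments before log2 transformation and limma. Reads that fit several isoforms or copies of a gene may have been placed on any of them. Whether the counting used strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart. All deposited counts were even, as when both mates of a pair are counted. Counts were used as deposited, and halved counts were tried after seeing this.

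From those counts, edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model of the 2 groups, with library totals as the only scaling and transcripts kept by edgeR's filter on expression. An adjusted p of 0.01 or less (Benjamini-Hochberg) counted as changed. The same fit was run on counts summed per gene for 31812 genes. The 209 transcripts without a gene ID, which held 0.220% to 0.282% of the counts, stayed in the totals and in the transcript test and were left out of the gene sums. CPM are counts divided by the library total, times 1e+06. Of the gene IDs 82.1% had a current symbol in the reference table, which was used beside the deposited symbol to match lists. The 39 gene lists, the designs and most alternatives were set before the data were examined. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, at an adjusted p of 0.05 over all lists. Of 20 lists past it, 10 were up and 10 down relative to the other genes. With an estimated correlation 2 held, the skeletal muscle and the germline lists.

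Genes named in the text are those the paper names, the transcripts of Table 1 (whose values were seen in the paper), and genes from fixed rules. These were the 10 genes with the highest and the 10 with the lowest log2 fold change among changed genes with a mean of at least 1 CPM in the higher group, no overlap between groups and a symbol that is not a clone name, and up to 4 changed genes with the largest change in each list. Standard errors are the log2 fold change divided by the square root of the F statistic. Fold changes against a group at 0 set that group to 3 counts in all. They are not lower bounds, since both mates of a pair seem to be counted. Intervals from counts cover counting error only.

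Alternatives were TMM factors, DESeq2 1.42.0, limma on log2 of counts scaled to the lowest total with a pseudocount of 1 (the paper's methods name the scaling, log2 and limma, and the pseudocount was chosen here), totals without ribosomal and mitochondrial transcripts, no filter, at least 10 counts in at least 8 libraries, an adjusted p of 0.05, and a replicate block. On simulated counts with the real library totals, edgeR recovered 47 of 50 transcripts raised 2-fold, 50 of 50 raised 4-fold, 43 of 50 lowered to a fold of 0.5 and 47 of 50 lowered to a fold of 0.25, with 0 false calls over 44219 transcripts. The simulation changed few transcripts, as many raised as lowered, with the same dispersion for all and no correlation between them. It therefore does not test the scaling on data like these, where many transcripts changed and most calls were lower. Replicates were compared in pairs on halved counts. The chi-square per degree of freedom was at least 2.86 among control and 3.10 among TP libraries, so no pair differed by as little as sampling noise. Imaging, histology, mortality, microRNA and qPCR measurements were not analysed here.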

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

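The tests of the immediate early genes against a block of RNA synthesis and of genomic DNA, and the limit of 500 bases, were chosen after the results were seen. In 206 groups of 8 libraries, 19 held a library whose gap to the nearest other, as a share of the group's range, was above Dixon's 95% critical value, where chance gives about 1 in 20 groups. Of these, 8 were control library 1, which also lay farthest out on the first principal component: b4galnt2.2 (0.189 CPM against 0 to 0.0627, ratio 0.667), pimr213 (0.189 CPM against 0 to 0.0807, ratio 0.572), cx52.9 (2.14 CPM against 0.313 to 1.14, ratio 0.547), il6 (0.189 CPM against 0 to 0.0795, ratio 0.578), nos1 (26.7 CPM against 14.9 to 18.7, ratio 0.682), polr2a (47.9 CPM against 26.9 to 34.7, ratio 0.628), chac1 (195 CPM against 298 to 383, ratio 0.545), rpe65a (55.6 CPM against 13.6 to 27.3, ratio 0.674). Control library 2 had 75490916 counts against at most 35888298 in the other control libraries (ratio 0.710) and stood out for il1b (1.59 CPM against 0.161 to 0.453, ratio 0.796), mmp13a (9.01 CPM against 3.25 to 5.03, ratio 0.692), scpp8 (4.56 CPM against 0.752 to 1.83, ratio 0.717). Other single libraries stood out for GJD4 (2.87 CPM against 1.36 to 1.78, ratio 0.720) in control library 4, ifit8 (0.203 CPM against 0 to 0.0807, ratio 0.603) and zp3.2 (1.02 CPM against 0.194 to 0.566, ratio 0.548) in control library 7, and gdf9 in control library 8, the one control library with counts for it (ratio 1). Among TP libraries they were taar18d (0.395 CPM against 1.58 to 2.51, ratio 0.559) in library 12, mrps18b (others at 12.0 to 13.5 CPM, ratio 0.538) in library 13 and irx4a (0 CPM against 0.300 to 0.416, ratio 0.723) in library 14. The paper's text does not report a value for polr2a, whose mean was 159 CPM in TP treated larvae and 32.3 CPM in control, with library 1 the highest control.

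More transcripts were lower than higher with library totals as the scaling. No other of 100 splits of the libraries into 8 and 8 gave as many changed transcripts (1 of 100 with the real one), 17594 against at most 4605, and the same held for changes over 2-fold (1 of 100, 4336 against 1208) and for genes (1 of 100, 11380 against 3567), so chance can be excluded for these counts. It cannot be excluded for the number of gene lists past the preset threshold, since 11 of 100 splits gave as many as the real 20, with 26 the highest. The 100 most abundant transcripts took 44.5% of control and 51.5% of TP counts, and with totals counted without them 74.3% of the changed transcripts were lower, between the 60% and 80% set before the result was seen, so a shift in a few abundant transcripts cannot be told apart from a general fall, as the counts show shares and not amounts of RNA. A block of RNA synthesis by TP stays open as a hypothesis: the median of the immediate early genes, -0.91, lay at percentile 0 of 10000 random lists matched on mean expression, whose lowest median was -0.65, but such lists leave out the correlation between genes, and the list had an adjusted p = 0.22 with an estimated correlation.

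Genes close to 0 in control larvae rose beside each other in TP treated larvae. Of 23 trace amine receptor genes with enough counts, 21 rose, all on chromosome 10 between 40411075 and 40854256, and none fell at an adjusted p of 0.01 or less from edgeR (at an unadjusted p under 0.05 0 were lower, and over all 93 such genes in the file DESeq2 called 56 higher and 3 lower and limma 51 and 4). Genomic DNA in the TP libraries would raise silent genes alike, with a like gain per kb. The comparison set was the 2055 genes of at least 500 bases with a mean under 0.1 CPM in the odd-numbered control libraries. Their median gain per kb, against the even-numbered ones, was 0.0825 times that of the trace amine receptors (95% bootstrap interval 0.0605 to 0.142). The interval lies far under a like gain, which argues against genomic DNA as the only source of the rise in these receptors. It reaches past the 0.1 set as the bound, so a smaller part from genomic DNA cannot be excluded. Reads shared between near-identical copies stay open: 7 pairs of neighbours with unrelated names rose over 2-fold together, more than in 95.6% of random draws, between the 95% and 99% set before the result was seen, so shared reads cannot be told apart from a rise of whole regions. An effect of TP on these regions stays open and was not tested.

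Libraries fell into 2 sets by the share of counts on si:dkey-153m14.1 and zgc:158463, a split that crosses the treatment groups. If this split were the source of the changed transcripts, a covariate for it would remove them, but 93.6% stayed changed in the same direction. The share on si:dkey-153m14.1 hardly differed between the groups, at a mean of 2.91% in control and 2.67% in TP libraries (2-sided exact permutation test, p = 0.80). A covariate so close to balanced could remove few calls, so the test cannot show that the split contributed nothing. Among control libraries the split followed the numbering, with 1 to 4 under 2% and 5 to 8 at or over it. The TP libraries under 2% were 13 and 14. What separates the 2 sets of libraries stays open, since the labels give no batch and the meaning of the numbers is not stated.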

How the results depend on the processing

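The settings that halve counts, use a covariate, split or leave out libraries, or leave out the 100 most abundant transcripts were chosen after seeing the data. Scaling set the share of lower calls. With TMM factors 11454 transcripts and 2116 over 2-fold changed, with 49.3% of changed transcripts and 50.9% of 7933 changed genes lower, and with DESeq2 46.5% and 47.6%. Totals without the 100 most abundant transcripts gave 74.3% and 73.6%, with 2703 transcripts over 2-fold. Up-regulated transcripts over 2-fold numbered 496, against 902 with TMM factors, 1735 with DESeq2, 1063 with limma, 1050 with no filter and 271 with halved counts. In the 6 libraries under 2% si:dkey-153m14.1, 3200 transcripts (81.0% lower), 2509 over 2-fold and 2833 genes (79.2% lower) changed, and 10383 transcripts changed in the other 10; fewer libraries entered each. Without control replicates 1 or 2, 15456 to 16475 transcripts, 3912 to 4038 over 2-fold and 10278 to 10815 genes changed. Of 20 gene lists, 2 held with an estimated correlation. Apart from the scaling and the number of libraries, the cause was not tested. Counts of changed transcripts stayed within 1.5 times under DESeq2, limma, both other filters, totals without ribosomal and mitochondrial transcripts and halved counts. Of the 11380 changed genes 45.3% stayed called in the same direction with TMM factors and 47.6% with DESeq2. Called or not, 94.0% kept their sign with TMM factors and 93.5% with DESeq2. No called gene among those named and no called list turned its direction under any setting run on it. Of 93 named genes 5 lost their call with TMM factors, 5 with DESeq2, 0 with limma, no filter or the block, and 32 and 4 in the 6 and 10 libraries. Without each library in turn 0 of them and 0 of 18 transcripts of Table 1 lost their call. Many of these were picked for large changes in the same libraries, and some named genes had no call to lose. The result is therefore no separate support. The data did not show that the numbers pair the libraries, and they do not exclude it. Of the 8 correlations of deviations 3 were over 0.1, and 2 of 8 control and 3 of 8 TP libraries were closest to their own number. With a replicate block 16444 transcripts, 4136 over 2-fold and 10702 genes changed. Depth limits genes such as il6 and il10, with 16 and 6 counts over the control libraries.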

Differences from the paper's values

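The paper's count of transcripts more than 2-fold up-regulated is 1433, and the count here was 496 at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (1735), limma on log2 of scaled counts plus 1 (1063) and no filter (1050) came within 1.5 times of it, while TMM factors (902), the replicate block (468), totals without ribosomal and mitochondrial transcripts (552) and at least 10 counts in at least 8 libraries (571) did not.

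Fold changes of 6 tested transcripts of Table 1 differed, by more than 1.5 times and by more than the spread between libraries. That spread was the SD of the higher group over the mean of the lower, and taar20w, without control counts, had none. It is wide where the lower group is near 0. So admp, at 19 in the paper, 44.3 here and 19.8 with limma, lay within its spread of 27.3 and is not among the 6. The paper's value for senp6b is 21.7, against 46.4 here. The paper's value for b4galnt2.2 (ENSDART00000103858) is 20.3, against 70.9 here and 19.8 with limma. The paper's value for b4galnt2.2 (ENSDART00000157090) is 17, against 57.4 here and 16.7 with limma. The paper's value for TNF-α is 19.3, against 34.4 here and 19.3 with limma. The paper's value for taar20w is 14.8, against 68.9 here with control set to 3 counts (lower 95% limit from pairs 27.5) and 14.8 with limma. The paper's value for gdf9 is 14.6, against 73.9 here and 14.4 with limma. Without control library 1, a choice made after seeing the values, ENSDART00000157090 had no control count and was 83.1-fold higher against 3 counts. In that fit ENSDART00000103858 was 109.7-fold higher, and it was 108-fold higher without control library 3. Without control library 8 gdf9 had no control count either and was 64.9-fold higher against 3 counts. For all 6, limma on log2 of scaled counts plus 1 (the scaling, log2 and limma are in the paper's methods, and the added 1 was chosen here) came within 1.5 times of the paper's value, and TMM factors and no filter did not. By that limma fit 9 of the 10 highest and all 10 lowest transcripts were those of Table 1. The paper lists v2rh32 at -7 and or133-2 at -8.2. They did not pass the filter here. The ratio of mean CPM of v2rh32 was -23.7 as a signed fold change. Without a TP count, or133-2 was at -36.5 against 3 counts over the group, also as a signed fold change. From pairs, the upper 95% Clopper-Pearson limit of its TP to control ratio was 0.0697, counting error only. No filter left the difference for both, and limma, with -6.79 and -8.23, did not.

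The paper's qPCR fold changes are set beside fold changes from the counts, which are another assay of the same design. The paper's value for il1b is 7.6, against 3.81 here, and TMM factors, mrps18b as the reference, single transcripts and limma left the difference. Without control library 2, a choice made after seeing the values, the fold change was 6.13, and this setting dropped 0 of the 4 genes called here. For nos2b the paper gives 4.0, against 10.7, and all 4 alternatives left the difference. The paper gives 4.0 for il6, against a ratio of mean CPM of 1.28, and 1.16 with limma. For il10 it gives 2.3, against a ratio of mean CPM of 15.5 on 6 control counts. The value from limma was 4.35 (adjusted p = 1.9e-06), and edgeR with no filter also called the gene (adjusted p = 1.8e-04). The spread between libraries in the counts, 5.33, rests on a control mean near 0. It cannot show that 4.35 and the paper's value match. The paper states that il6 rose. Neither limma (adjusted p = 0.69) nor edgeR with no filter (adjusted p = 0.83) called it.

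The paper attaches 12% and 88% to the transcripts changed over 2-fold, while these shares fit its counts of all up- and down-regulated transcripts, at whatever fold. Here 91.3% of all changed transcripts and 88.6% of those over 2-fold were lower. The paper describes genes of steroid hormone biosynthesis as up-regulated, and of the 30 listed here 4 rose and 10 fell with library totals, while 9 rose and 3 fell with TMM factors and 9 and 3 with DESeq2, and the list median lay 0.18 above that of all genes (camera adjusted p = 0.14). It describes gap junction genes and oocyte maturation as down-regulated. Of 38 connexins 14 fell and 3 rose with library totals, 8 and 5 with TMM factors and 8 and 6 with DESeq2. Of 45 cell cycle genes 15 fell and 3 rose with library totals, 2 and 7 with TMM factors and 2 and 9 with DESeq2. Neither list stood apart from the other genes. Members of these lists were chosen here and need not match the pathways the paper tested.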

Other observations

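Of 86 neural development transcription factors, 0 rose, 78 fell and 8 did not pass the test (0 up and 79 down when adjusted over the list alone, 1 up and 65 down with TMM factors, 1 up with DESeq2, 0 with limma and 1 at an unadjusted p under 0.05 from edgeR). The list had the lowest median of all lists under both scalings, with a median of -0.87 relative to all genes (camera adjusted p = 8.4e-14, and adjusted p = 0.34 with an estimated correlation). Of 47 immediate early genes, 1 rose, 39 fell and 7 did not pass the test (1 up and 39 down when adjusted over the list alone, 2 up and 27 down with TMM factors), among them fosab with a log2 fold change of -2.92 (camera adjusted p = 9.9e-06, and adjusted p = 0.22 with an estimated correlation). Photoreceptor markers fell in 45 of 65 cases and rose in 0 (0 up and 48 down when adjusted over the list alone, 2 up and 33 down with TMM factors, 2 up with DESeq2, 0 with limma and 0 at an unadjusted p under 0.05 from edgeR). The log2 fold change of pde6h, a subunit of the cone phosphodiesterase, was -2.11 and that of rpe65a, the retinoid isomerase of the pigment epithelium, -2.17 (camera adjusted p = 5.6e-06, and adjusted p = 0.54 with an estimated correlation). Neuronal markers fell in 30 of 65 cases and rose in 0 (0 up and 30 down when adjusted over the list alone, 5 up and 16 down with TMM factors, 6 up with DESeq2, 0 with limma and 0 at an unadjusted p under 0.05 from edgeR). chata, of acetylcholine synthesis, was at -1.67, and the list did not stand apart from the other genes (camera adjusted p = 0.27). Of 48 lens crystallin genes, 0 rose, 2 fell and 46 did not pass the test (0 up and 1 down when adjusted over the list alone, 0 up and 0 down with TMM factors, 0 up with DESeq2, 0 with limma and 0 at an unadjusted p under 0.05 from edgeR). aim1a, a relative of the crystallins, was at -0.40 with library totals and -0.05 (adjusted p = 0.51 from edgeR) with TMM factors, and the list had a camera adjusted p of 0.25. Genes of the unfolded protein and integrated stress response fell in 30 of 41 cases and rose in 1 (1 up and 33 down when adjusted over the list alone, 3 up and 18 down with TMM factors), with chac1 at -1.98 and atf5a at -1.90 (camera adjusted p = 4.3e-04, and adjusted p = 0.63 with an estimated correlation). Of 18 germline genes, 6 rose, 1 fell and 11 did not pass the test (6 up and 1 down when adjusted over the list alone, 10 up and 1 down with TMM factors). zp3.2 of the egg envelope rose by 2.43 and gdf9 from 2 to 218 counts, the former all in control library 8, while h1fx, a linker histone that other tissues express, was at -2.54 (camera adjusted p = 1.2e-07, and adjusted p = 0.012 with an estimated correlation).

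Of 31 p53 pathway genes, 7 rose, 14 fell and 10 did not pass the test (7 up and 14 down when adjusted over the list alone, 11 up and 4 down with TMM factors), with baxa, a promoter of apoptosis, at 1.90 and gadd45ba at -1.75 on the log2 scale, and with cdkn1a, the cell cycle inhibitor p21, at 1.29 ± 0.514 CPM in control and 2.80 ± 0.686 CPM in TP treated larvae (SD, n = 8). Of 42 heat shock genes, 0 rose, 21 fell and 21 did not pass the test (0 up and 21 down when adjusted over the list alone, 6 up and 9 down with TMM factors, 6 up with DESeq2, 0 with limma and 1 at an unadjusted p under 0.05 from edgeR). Of 48 genes of Nrf2 and oxidative stress, 1 rose, 19 fell and 28 did not pass the test (1 up and 19 down when adjusted over the list alone, 13 up and 3 down with TMM factors), with hmox1a at -1.31. Of 49 circadian clock genes, 1 rose, 26 fell and 22 did not pass the test (1 up and 28 down when adjusted over the list alone, 13 up and 10 down with TMM factors), with rorb at -1.20. Of 50 Hox genes, 1 rose, 24 fell and 25 did not pass the test (1 up and 25 down when adjusted over the list alone, 4 up and 9 down with TMM factors), with hoxb5b at -1.20 and hoxb1a at 0.96. Of 56 genes of cartilage and skeletal development, 1 rose, 25 fell and 30 did not pass the test (2 up and 26 down when adjusted over the list alone, 10 up and 20 down with TMM factors), with spp1 at -2.27. Of 29 erythroid markers, 3 rose, 7 fell and 19 did not pass the test (3 up and 7 down when adjusted over the list alone, 5 up and 2 down with TMM factors), with cahz at -0.88. These lists did not pass the camera threshold (adjusted p = 0.25, 0.25, 0.63, 0.63, 0.41, 0.21 and 0.14 in this order, with medians of 0.08, -0.03, 0.11, -0.00726, -0.05, -0.12 and 0.15 relative to all genes). Of 35 glycolysis genes, 7 rose, 5 fell and 23 did not pass the test (7 up and 5 down when adjusted over the list alone, 18 up and 0 down with TMM factors), with eno2, the neuronal enolase, at -0.64 with library totals and not past the test with TMM factors (adjusted p = 0.082 from edgeR). The median of the list lay 0.34 above that of all genes, and the list was called higher (camera adjusted p = 1.7e-05, and adjusted p = 0.57 with an estimated correlation). Of 32 exocrine pancreas markers, 1 rose, 4 fell and 27 did not pass the test (1 up and 4 down when adjusted over the list alone, 19 up and 2 down with TMM factors), with ptf1a at -1.47 and pla2g1b at -0.88. Their list too was called higher, with a median 0.40 above that of all genes (camera adjusted p = 2.4e-04, and adjusted p = 0.72 with an estimated correlation). Log2 fold changes here are from edgeR with library totals.

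A hypothesis written before its result was seen was that genes with a long genomic span would keep more RNA, as polymerases already under way take longer to finish. It was not borne out, as Spearman's rho of log2 fold change with span was -0.0710 over 21397 genes, which are not independent replicates, and the median log2 fold change was -0.30 in the 4280 genes with the shortest spans and -0.40 in the 4280 with the longest.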
